# SIRT1 regulates cardiomyocyte alignment during maturation

**DOI:** 10.1242/jcs.259076

**Published:** 2022-04-01

**Authors:** Yi Fang, Wei Fan, Xiaojiang Xu, Agnes K. Janoshazi, David C. Fargo, Xiaoling Li

**Keywords:** SIRT1, Cardiomyocyte maturation, Alignment, Contraction, Chemotaxis

## Abstract

Cardiomyocyte elongation and alignment, a critical step in cardiomyocyte maturation starting from the perinatal stage, is crucial for formation of the highly organized intra- and inter-cellular structures for spatially and temporally ordered contraction in adult cardiomyocytes. However, the mechanism(s) underlying the control of cardiomyocyte alignment remains elusive. Here, we report that SIRT1, the most conserved NAD^+^-dependent protein deacetylase highly expressed in perinatal heart, plays an important role in regulating cardiomyocyte remodeling during development. We observed that SIRT1 deficiency impairs the alignment of cardiomyocytes/myofibrils and disrupts normal beating patterns at late developmental stages in an *in vitro* differentiation system from human embryonic stem cells. Consistently, deletion of SIRT1 at a late developmental stage in mouse embryos induced the irregular distribution of cardiomyocytes and misalignment of myofibrils, and reduced the heart size. Mechanistically, the expression of several genes involved in chemotaxis, including those in the CXCL12/CXCR4 and CCL2/CCR2/CCR4 pathways, was dramatically blunted during maturation of SIRT1-deficient cardiomyocytes. Pharmacological inhibition of CCL2 signaling suppressed cardiomyocyte alignment. Our study identifies a regulatory factor that modulates cardiomyocyte alignment at the inter-cellular level during maturation.

## INTRODUCTION

As a blood-pumping organ, the heart is extremely well organized in its structure to achieve the best contractile efficiency. The adult cardiac myocytes are elongated and aligned along a common axis, which is critical for rapid electrical propagation and the uniaxial alignment of sarcomeres, both of which contribute to spatially and temporally ordered contraction (McCain and Parker, 2011). Arising from cardiac progenitors, embryonic cardiomyocytes are round and polygonal in shape, and robust in proliferation capacity, and their myofibrils are not oriented in the cytoplasm (Hirschy et al., 2006). Embryonic cardiomyocytes undergo a process termed maturation, which starts at embryonic stages and continues until adulthood, to become adult cardiomyocytes. The maturation process includes elongation and alignment of cardiomyocytes and their myofibrils, polarization of intercalated discs to connect cardiomyocytes to neighboring cardiomyocytes, and invagination of transverse tubules into the cells during postnatal development (Di Maio et al., 2007; Hirschy et al., 2006; Ziman et al., 2010). Major advances have been made in understanding how cardiomyocytes are differentiated from stem cells over the past decades, yet the mechanisms that regulate the maturation process remain unclear.

Silent mating type information regulation 2 homolog 1 (SIRT1) is a NAD^+^-dependent protein deacetylase (Class III) that plays critical roles in multiple cellular processes, including metabolism, inflammation, stress response and stem cell functions (Han et al., 2008; Houtkooper et al., 2012; Tang et al., 2014). SIRT1 is also important for animal development. Systemic deletion of SIRT1 in mice leads to severe developmental defects in multiple tissues, including intrauterine growth retardation, developmental defects of the retina and heart, defective germ cell differentiation and neonatal lethality (Cheng et al., 2003; McBurney et al., 2003; Wang et al., 2008). Particularly, SIRT1 is highly expressed in perinatal/neonatal hearts compared to fetal and adult hearts (Planavila et al., 2012). SIRT1-null embryos display septal defects in heart, and surviving adults on the mixed genetic backgrounds develop dilated cardiomyopathy with smaller cardiomyocytes and mitochondrial dysfunction (Cheng et al., 2003; Planavila et al., 2012). Despite these studies, however, how SIRT1 regulates heart development and function is still largely unknown.

## RESULTS

### SIRT1 deficiency disrupts alignment of perinatal cardiomyocytes and cardiac myofibrils *in vivo*

To investigate the roles of SIRT1 in regulating heart development and function, we first analyzed the heart development of wild-type (WT) and SIRT1 whole-body germ-line knockout (SIRT1 KO) mice on the C57BL/6J background. SIRT1 KO mouse embryonic hearts had no clear gross anatomical anomalies compared to WT hearts before embryonic day (E)14.5 on this genetic background (data not shown). However, SIRT1 KO hearts exhibited irregular distribution of their cardiomyocytes compared to WT hearts when analyzed on E18.5, as revealed by immunofluorescent staining of a plasma membrane protein, Na^+^/K^+^ ATPase (Fig. 1A). E18.5 SIRT1 KO hearts also displayed abnormal morphology of sarcomeres (Fig. 1B–D), the fundamental contractile unit of striated muscle tissue including cardiac muscle. A sarcomere is delimited by Z-lines, in which a key sarcomeric protein, α-actinin 2 (ACTN2), cross-links actin with a giant molecular spring, titin (TTN), and rejoins adjacent sarcomeres (Fig. S1A). Immunofluorescent staining of ACTN2 unveiled that myofibrils, the elongated contractile threads consisting of numerous sarcomeres, were short and not well organized in the hearts from E18.5 SIRT1 KO mouse embryos compared to those from WT embryos in three-dimensional (3D) imaging analysis, in which a color scale was used to indicate the cell depth (Fig. 1B). Electron microscopy analyses of the sarcomere ultrastructure further showed that the Z-lines in SIRT1 KO E18.5 hearts were significantly shorter, and the muscle fibers in these hearts were also significantly less organized, than those in WT hearts (Fig. 1C,D; Fig. S1B). These observations indicate that SIRT1 deficiency impairs the alignment of cardiomyocytes and their myofibrils, a critical maturation step of cardiomyocytes in perinatal hearts.

**Fig. 1.**
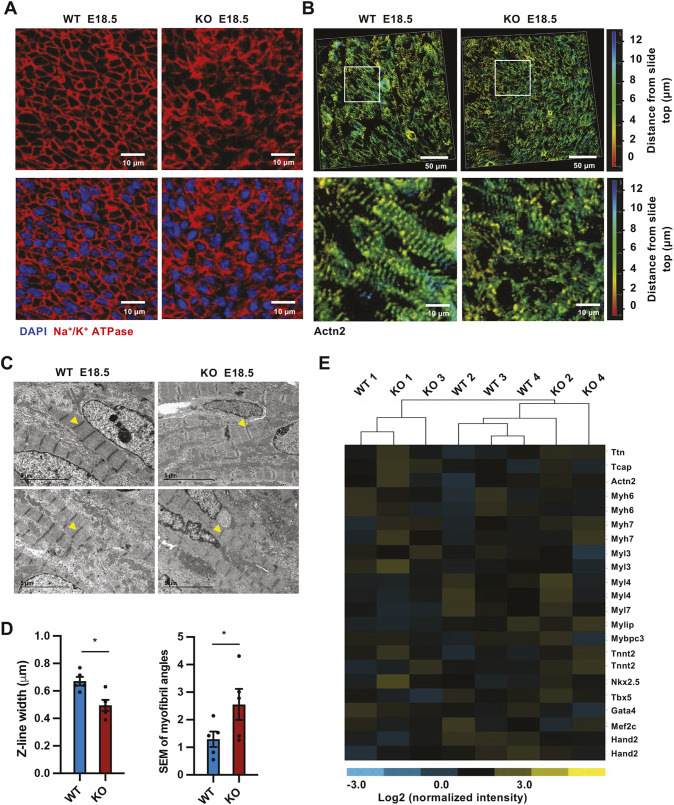
**SIRT1 deficiency disrupts cardiomyocyte and myofibril alignment *in vivo*.** (A) E18.5 SIRT1 whole-body germ-line knockout (SIRT1 KO) mouse hearts have misaligned cardiomyocytes. Cross sections towards the base of the left ventricle of hearts from wild-type (WT) and SIRT1 KO embryos at E18.5 were stained with anti-Na^+^/K^+^ ATPase antibodies (*n*=4 embryos/genotype, representative images are shown). (B) WT and SIRT1 KO mouse hearts display distinct myofibril structures. Cross sections towards the base of the left ventricle of hearts from WT and SIRT1 KO embryos at E18.5 were stained with anti-ACTN2 antibodies and analyzed by 3D imaging (*n*=4 embryos/genotype, representative images are shown). (C,D), SIRT1 KO mouse hearts have reduced Z-line width and impaired alignment of myofibrils. Hearts from E18.5 WT and SIRT1 KO embryos were processed for electron microscopy analysis of sarcomere structures. The width of the Z-line and the angle of individual myofibrils were measured and compared (*n*=5 individual embryos with total of 35 observation fields/genotype, representative images from two pairs of embryos are shown in C, *P<0.05, Mann-Whitney test, values represent mean±s.e.m.). Arrowheads in Fig. 1C indicate Z-lines. (E) The mRNA levels of genes critical for cardiomyocyte differentiation and contraction were not significantly different between WT and SIRT1 KO E18.5 hearts. The total RNAs of WT and SIRT1 KO E18.5 hearts were analyzed by mouse whole-genome microarrays (*n*=4 embryos/genotype).

SIRT1 is a predominately nuclear NAD^+^-dependent protein deacetylase in most cell types, in which it controls chromatin structures and gene expression through metabolic and epigenetic regulation of post-translational modification of histones and transcription factors (Houtkooper et al., 2012; Imai and Guarente, 2010; Tang et al., 2017). To dissect the possible molecular mechanisms underlying SIRT1 deficiency-induced misalignment of cardiomyocytes and myofibrils, we determined the transcriptomes of E18.5 WT and SIRT1 KO hearts by microarray. 

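RNA from the hearts of 4 WT and 4 SIRT1 KO embryos at E18.5 was hybridized to one-color Agilent mouse arrays, 1 heart per array, from 500 ng total RNA and 1.65 µg Cy3-labeled cRNA over 17 h. The authors deposited the output of Agilent's Feature Extraction software for each array, in which the intensity of every spot is given after background subtraction and without scaling between arrays. The paper names version 9.5 of this software, and the headers of the files name 12.0.0.7. Here the intensities were put on a log2 scale, the 75th percentile of each array was subtracted, and the spots of a probe were averaged after control spots and outlier spots were left out. Probes well above background on at least 4 of the 8 arrays were tested with limma and Benjamini-Hochberg adjustment, which left 25616 of 41174 probes. Between 24959 and 25755 probes were well above background on the WT arrays and between 24497 and 26737 on the SIRT1 KO arrays, and no spot was saturated. The 75th percentile lay between 939 and 1033 intensity units on the WT arrays and between 777 and 906 on the SIRT1 KO arrays. With 4 arrays per genotype the number of arrays limits the precision.

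The 4 WT arrays share 1 slide and the 4 SIRT1 KO arrays share the other, and the slides were scanned on different days, so slide, scan day and genotype cannot be told apart, and no value within a slide can be given. *Sirt1* has 2 probes on the array, and all 8 arrays were well above background on both. On the brighter probe (A_52_P358612) the log2 signal was 0.04 ± 0.20 (SD, n = 4) in the WT hearts and 0.58 ± 0.14 (SD, n = 4) in the hearts labelled SIRT1 KO, a log2 fold change of 0.54 (standard error 0.12, adjusted p = 0.0323 from limma). With 1 heart left out it stayed between 0.47 and 0.63 and passed the threshold in 2 of the 8 fits, those without WT replicate 2 and without SIRT1 KO replicate 3. On the other probe (A_51_P141152) the log2 fold change was -0.11 (standard error 0.11, adjusted p = 0.589 from limma). Since neither *Sirt1* probe was lower past the threshold in the arrays labelled SIRT1 KO, the genotypes are taken from the labels, and every direction is that of the arrays labelled SIRT1 KO against those labelled WT. The position of these probes within the transcript is not analysed here.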

Surprisingly, the expression levels of genes involved in cardiomyocyte differentiation and function were not significantly changed in E18.5 SIRT1 KO hearts compared to WT hearts (Fig. 1E; Table S1), and pathways that mediate cardiac development and differentiation were also not enriched in the top significantly altered gene list between SIRT1 KO and WT mouse hearts when analyzed by Ingenuity Pathway Analysis (IPA) (Table S2). These findings suggest that SIRT1 does not regulate cardiomyocyte/myofibril alignment through transcriptional regulation of sarcomeric/cardiogenic genes.

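The 16 cardiomyocyte genes named in Fig. 1E were all well above background in every heart. A gene with several probes is reported by the probe with the highest mean signal. None of the 16 passed an adjusted p of 0.05 with limma, and 3 had an unadjusted p under 0.05. The methods' analysis of variance, computed here probe by probe with genotype as its only factor, gave 3 at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. Between the hearts labelled SIRT1 KO and WT, 8 of these genes were higher and 8 lower, with log2 fold changes from -0.26 to 0.47. The counts depended on the scaling, with 7 higher under quantile normalization, 5 with median scaling and 3 without scaling. *Ttn* had the largest rise, 0.47 (standard error 0.16, 95% confidence interval 0.11 to 0.84, adjusted p = 0.137 from limma), and its 7 other probes were all higher. *Myl7* had the largest fall on the brightest probe of a gene, -0.26 (standard error 0.20, 95% confidence interval -0.72 to 0.20, adjusted p = 0.49 from limma). Over all probes of the 16 genes a dimmer *Gata4* probe fell the most, with -0.35 (standard error 0.11, 95% confidence interval -0.600 to -0.095, adjusted p = 0.12 from limma) and no overlap of the genotypes (exact two-sided permutation test p = 0.0286), against -0.12 on its brightest probe. The 4 values of *Myh7* in the hearts labelled SIRT1 KO were all above the 4 WT values (log2 fold change 0.31, standard error 0.11, exact two-sided permutation test p = 0.0286, the smallest that 4 against 4 allow), with an adjusted p of 0.136 from limma. A dimmer *Myh7* probe did pass the threshold, with a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.0283 from limma), the only 1 of the 30 tested probes of the 16 genes to do so, and it passed in 2 of the 8 fits with 1 heart left out. Without scaling between arrays, *Hand2* and *Mef2c* passed the threshold, with log2 fold changes of -0.37 and -0.33.

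**Figure D1:**
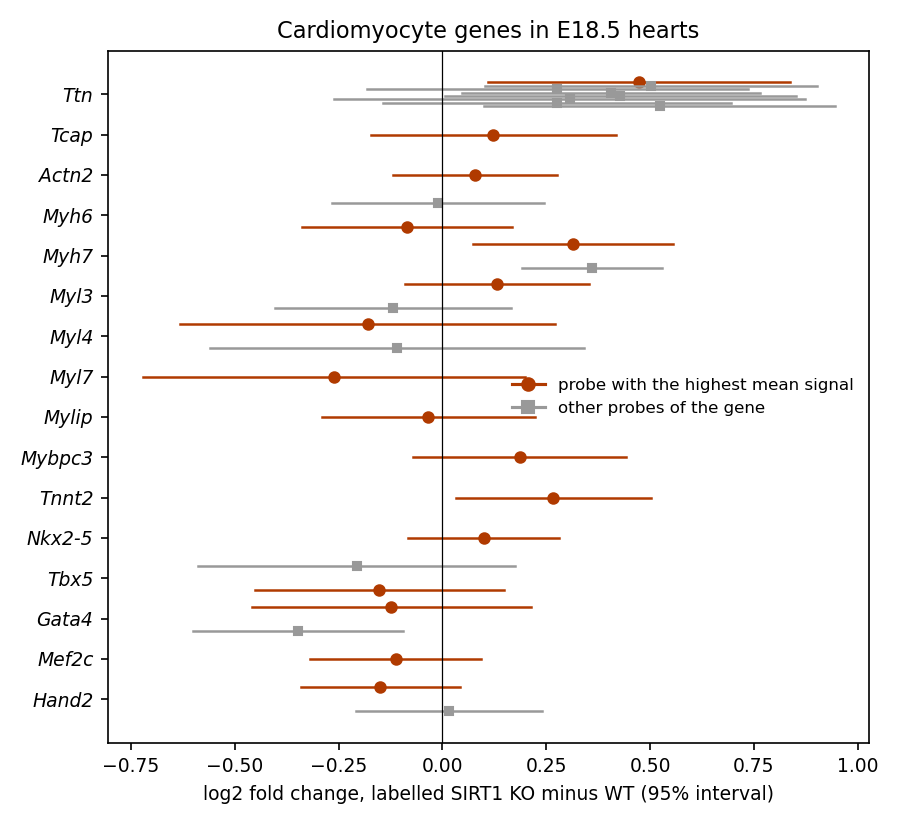
The log2 fold change (x axis) of every tested probe of the 16 genes (y axis) between 4 hearts labelled SIRT1 KO and 4 WT hearts, with its 95% confidence interval as a line. The probe with the highest mean signal (orange circles) ranged from -0.26 for *Myl7* to 0.47 for *Ttn*.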

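A wider list of 38 cardiomyocyte genes, compiled for this work, was tested next, with 37 genes measured. Their median log2 fold change was -0.01, with 17 genes higher and 20 lower in the hearts labelled SIRT1 KO, while their mean was 0.00 and camera gave the direction as up. The list did not differ from the other genes by camera with a preset inter-gene correlation of 0.01 (adjusted p = 0.999). By fry, which tests the genes of a list between the genotypes without the other genes, its adjusted p was 0.894. None of the 37 passed the threshold with limma over all probes tested or adjusted over the list alone, while 7 had an unadjusted p under 0.05. By the methods' analysis of variance, 7 had an unadjusted p under 0.05 and 0 passed after adjustment. The smallest p-values in the list belonged to *Myom2*, with a log2 fold change of 0.31 (adjusted p = 0.0689 from limma), and *Nebl*, with -0.31 (adjusted p = 0.0893 from limma). From the unchanged cardiomyocyte genes and the absence of cardiac pathways among those enriched in Table S2, the paper proposes that SIRT1 does not act on myofibril alignment through the transcription of sarcomeric or cardiogenic genes. Ingenuity's gene sets and Tables S1 and S2 were not used here.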

### SIRT1 deficiency impairs cardiomyocyte alignment and beating *in vitro*

To better understand how SIRT1 modulates cardiomyocyte alignment and maturation at the cellular and molecular levels, we took advantage of an *in vitro* differentiation system in which cardiomyocytes can be efficiently differentiated from human embryonic stem cells (hESCs) (Fig. 2A) (Lian et al., 2012, 2013). By recapitulating cardiomyocyte differentiation and remodeling *in vivo*, this system confers an alternative way to study human heart development, which is otherwise unlikely. It also provides a reliable source of cardiomyocytes for studying cardiomyocyte morphology and function because primary cardiomyocytes are not proliferative *in vitro*.

**Fig. 2.**
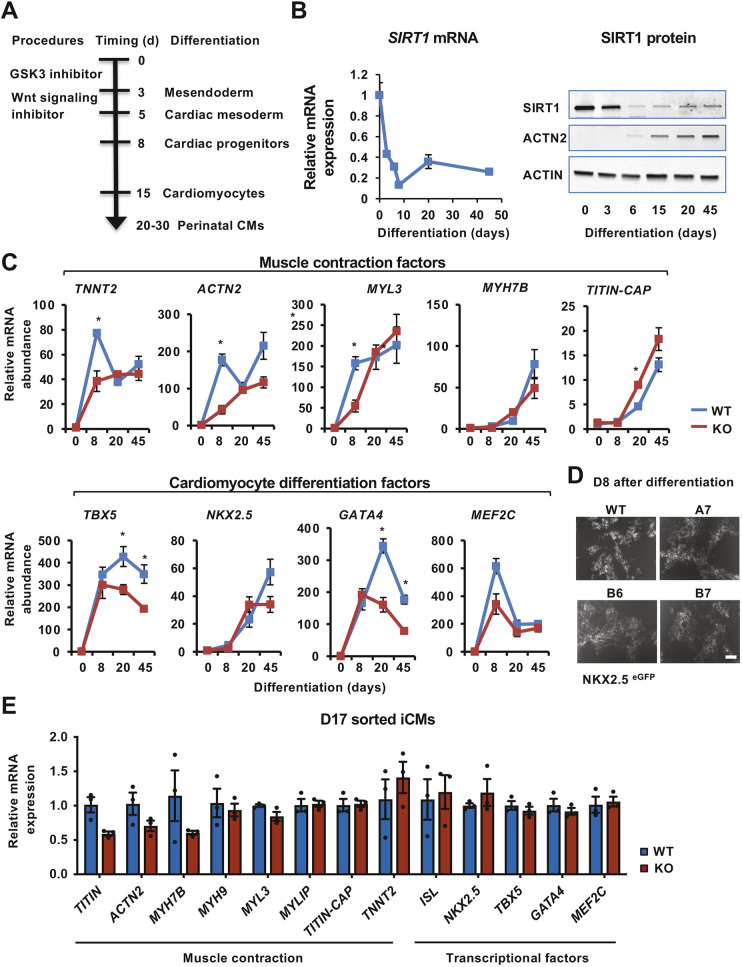
**SIRT1 deficiency does not impair differentiation of cardiac progenitors from human embryonic stem cells (hESCs).** (A) A strategy to induce cardiomyocytes from hESCs. (B) The relative mRNA and protein levels of SIRT1 were analyzed at indicated times after differentiation by quantitative PCR (qPCR) with *GAPDH* as a loading control (left, *n*=3 biological replicates, values represent mean±s.e.m.) and an anti-SIRT1 antibody (right). (C) The induction of key cardiomyocyte differentiation factors and muscle contraction factors in WT and SIRT1 KO cardiomyocytes. WT and SIRT1 KO mel1 hESCs were induced for cardiomyocyte differentiation, and total RNA was collected on Day (D)0, D8, D20 and D45, and processed for qPCR analysis of the indicated cardiogenesis genes (*n*=3 independent lines/genotype, *P<0.05, Student's *t*-test, values represent mean±s.e.m.). (D) Induction of NKX2.5^eGFP^-positive cardiac progenitors is not blocked in SIRT1 KO cells. WT and SIRT1 KO mel1 hESCs were subjected to cardiac differentiation, and the NKX2.5^eGFP^ signals were analyzed at D8 after the differentiation. Scale bar: 200 µm. (E) Isolated WT and SIRT1 KO induced cardiomyocytes (iCMs) display no obvious differences in the expression levels of key cardiogenesis genes at D17 after differentiation. D17 GFP-positive iCMs differentiated from WT and SIRT1 KO mel1 cells were sorted by fluorescence-activated cell sorting, and the expression of indicated genes was analyzed by qPCR with *GAPDH* as a loading control (*n*=3 independent lines, values represent mean±s.e.m.).

We first analyzed the expression levels of *SIRT1* and a number of genes critical for cardiogenesis during *in vitro* cardiac differentiation of the *NKX2.5^eGFP/W^* mel1 hESC line (Fig. 2B,C), in which the expression of eGFP is under control of the endogenous *NKX2.5* (also known as *NKX2-5*) locus (Elliott et al., 2011). NKX2.5 is a homeobox-containing transcription factor that is expressed in early cardiac mesoderm cells to regulate heart development from the cardiac crescent in humans. The NKX2.5^eGFP/W^ in mel1 cells therefore can serve as a reporter to track cardiac progenitors and cardiomyocytes following induction of differentiation (Elliott et al., 2011). As shown in Fig. 2B, the mRNA and protein levels of SIRT1 were dramatically reduced during the differentiation from hESCs to cardiac progenitors [Day (D)0-D8], which is consistent with our previous observations that SIRT1 is important for the maintenance of pluripotent embryonic stem cells (Tang et al., 2014, 2017). In contrast, the expression of a number of genes critical for cardiogenesis or controlling cardiac muscle contraction were massively induced with different dynamics during *in vitro* cardiac differentiation of mel1 hESCs (Fig. 2C, WT). Intriguingly, *SIRT1* was markedly re-expressed at the perinatal cardiomyocyte stages after initial reduction at the progenitor stage (Fig. 2B, D20-D45), suggesting that SIRT1 may have important functions in perinatal cardiomyocytes.

To test the importance of SIRT1 in regulation of cardiomyocyte differentiation and functions, we utilized three previously generated independent mel1 hESC clones with the *SIRT1* gene deleted using the CRISPR/Cas9 gene-editing technology, A7, B6 and B7 (Fan et al., 2021). Deletion of SIRT1 in mel1 hESCs did not have significant impact on cell morphology and proliferation when cells were maintained in a hESC maintenance medium (not shown). When subjected to *in vitro* cardiomyocyte induction, SIRT1-null mel1 cells were as efficiently induced into NKX2.5^eGFP^-positive progenitors as the WT cells on D8 (Fig. 2D), indicating that deletion of SIRT1 in hESCs does not block their differentiation into cardiac progenitors. Moreover, despite reduced induction of several cardiomyocyte differentiation factors, such as TBX5 and GATA4, during the course of cardiomyocyte differentiation (Fig. 2C, KO), sorted NKX2.5^eGFP^-positive SIRT1 KO induced cardiomyocytes (iCMs) on D17 displayed no significant differences in the expression levels of many key genes mediating cardiomyocyte differentiation and contraction compared to WT iCMs except for a minor reduction in *TTN* (Fig. 2E), indicating that SIRT1 deficiency has only modest effects on the differentiation of cardiac progenitors into cardiomyocytes *in vitro*.

To further evaluate the possible involvement of SIRT1 in regulation of cardiomyocyte maturation and function at late stages, as suggested by our observations *in vivo* (Fig. 1), we monitored the morphology of WT and SIRT1 KO iCMs in culture dishes for 30–45 days after initiation of cardiomyocyte differentiation. As shown in Fig. 3A and B, both WT and SIRT1 KO iCMs emerged primarily as clumpy clusters before D20. By D20, WT iCMs appeared to migrate out of the clumps and extend either around the clumps or reach the nearby clusters. By D24, close to 80% of WT iCMs formed good alignment along a common direction, and this well-aligned fraction was maintained by D30, indicating that D17–D24 was a critical window for cardiomyocytes to remodel for alignment *in vitro* (Fig. 3A,B, WT). However, this directional growth and arrangement was largely absent in SIRT1 KO iCM clusters, which either failed to migrate or grew in random directions even after long-term culture (Fig. 3A,B, KO). When 3D images were taken with the cell depth decorated by a color scale, NKX2.5^eGFP^-positive WT iCMs appeared to be neatly and closely packed (Fig. 3C, WT D20). However, SIRT1 KO cells were sparsely and irregularly arranged (Fig. 3C, KO D20). Three-dimensional images of ACTN2 staining in D45 cells further showed that WT cardiomyocytes formed elongated myofibrils along one axis, whereas myofibrils in SIRT1 KO cells were randomly oriented (Fig. 3D). When further analyzed on D45 by immunofluorescent staining of ACTN2 and Na^+^/K^+^ ATPase, WT iCMs were aligned along the axis of myofibrils; however, similar to their short and disorganized myofibrils, SIRT1 KO iCMs were randomly distributed without clear direction (Fig. 3E,F). These morphological differences and the myofibril alignment phenotypes observed in iCMs were consistent with our observations *in vivo* (Fig. 1), confirming that SIRT1 deficiency impairs the elongation and uniaxial alignment of cardiomyocytes and their myofibrils *in vitro* and *in vivo*.

**Fig. 3.**
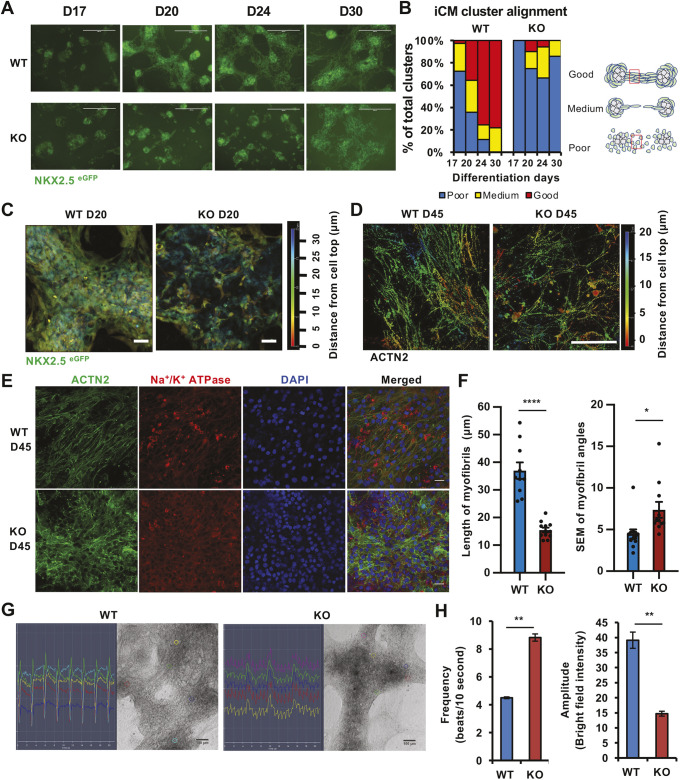
**SIRT1 deficiency impairs myofibril alignment and cardiomyocyte beating *in vitro*.** (A) WT and SIRT1 KO iCMs exhibit different morphology and alignment. WT and SIRT1 KO mel1 hESCs were induced for cardiomyocyte differentiation. The NKX2.5^eGFP^-positive iCM clusters were imaged on D17, D20, D24 and D30. Scale bars: 400 µm. (B) Quantification of morphology and alignment of WT and SIRT1 KO iCMs. The morphology of iCM clusters was categorized into three groups (as indicated by the cartoon on the right): elongated smooth fiber-like structures connecting most adjacent clusters and/or surrounding clusters (good); some cells connecting adjacent clusters or surrounding clusters (medium); few or no cells (fiber-like structures) connecting adjacent clusters or surrounding clusters (poor) (*n*=60–123 images from three biological replicates/genotype at each time point). (C) 3D images showing the different morphology and alignment of WT and SIRT1 KO iCMs on D20. Scale bars: 50 µm. (D) 3D images showing that WT and SIRT1 KO iCMs have distinct myofibril alignment. D45 WT and SIRT1 KO cardiomyocytes were stained with anti-ACTN2 antibody, and the *z*-stack 3D images were depicted with different colors for depth. Scale bar: 100 µm. (E) Cellular and myofibril alignment is disorganized in SIRT1 KO cardiomyocytes. D45 WT and SIRT1 KO cardiomyocytes were stained with anti-ACTN2 antibody and anti-Na^+^/K^+^ ATPase antibody. Red boxes in the cartoon in B indicate where cells were selected for myofibril analysis. Scale bars: 100 µm. (F) Quantification of WT and SIRT1 KO cardiomyocyte myofibril lengths and angles. The length and angle of individual myofibrils were measured, and the s.e.m. of the angles calculated and compared between WT and KO iCMs (*n*=10-12 images from three biological replicates/genotype, *P<0.05, ****P<0.0001, Student's *t*-test, values represent mean±s.e.m.). (G) WT and SIRT1 KO iCMs have different beating patterns. The beating patterns of five different locations are shown for each group. (H) Quantification of beating frequency and amplitude of WT and SIRT1 KO iCMs (*n*=50 WT and 90 KO analyzed areas from three independent cell lines/genotype, **P<0.01, Student's *t*-test, values represent mean±s.e.m.).

Further time-lapse video analyses revealed that the impaired structures in SIRT1-deficient iCMs are associated with marked disruptions of their beating patterns. SIRT1 KO iCMs beat much faster than WT iCMs, but with smaller amplitudes and more irregular rhythms (Fig. 3G,H). Therefore, in contrast to the homogeneous and robust beating of the WT cells, the beating of SIRT1 KO cells was like a fibrillation. Collectively, our findings demonstrate that SIRT1 is crucial in regulating the elongation and alignment of cardiomyocytes and myofibrils, as well as the cardiomyocyte contractility and beating patterns.

### SIRT1 regulates cardiomyocyte remodeling at late developmental stages

To further confirm our observations that SIRT1 primarily modulates cardiomyocyte alignment at late developmental stages but not differentiation of cardiomyocytes from cardiac progenitors, we first examined whether putting back SIRT1 after cardiomyocyte differentiation could rescue the defective morphology and beating patterns of SIRT1 KO iCMs *in vitro*. We induced the differentiation of SIRT1 KO mel1 cells to cardiomyocytes for 17 days, then transduced them with adeno-associated viruses (AAVs) expressing either WT SIRT1 or a catalytically inactive SIRT1 mutant [H363Y (HY) SIRT1, Fig. S2A]. As shown in Fig. 4A, compared to AAVs containing the empty vector (V), AAV-mediated expression of WT SIRT1 protein in SIRT1 KO iCMs significantly rescued their random distribution and misalignment 20 days after transduction. This morphological rescue was accompanied by a reduced beating frequency (Fig. 4B, WT SIRT1). In contrast, expression of the HY SIRT1 failed to improve morphological abnormality or only partially reduced the beating defects of SIRT1 KO iCMs (Fig. 4A,B, HY SIRT1), indicating that the deacetylase activity of SIRT1 is required for normal remodeling of iCMs.

**Fig. 4.**
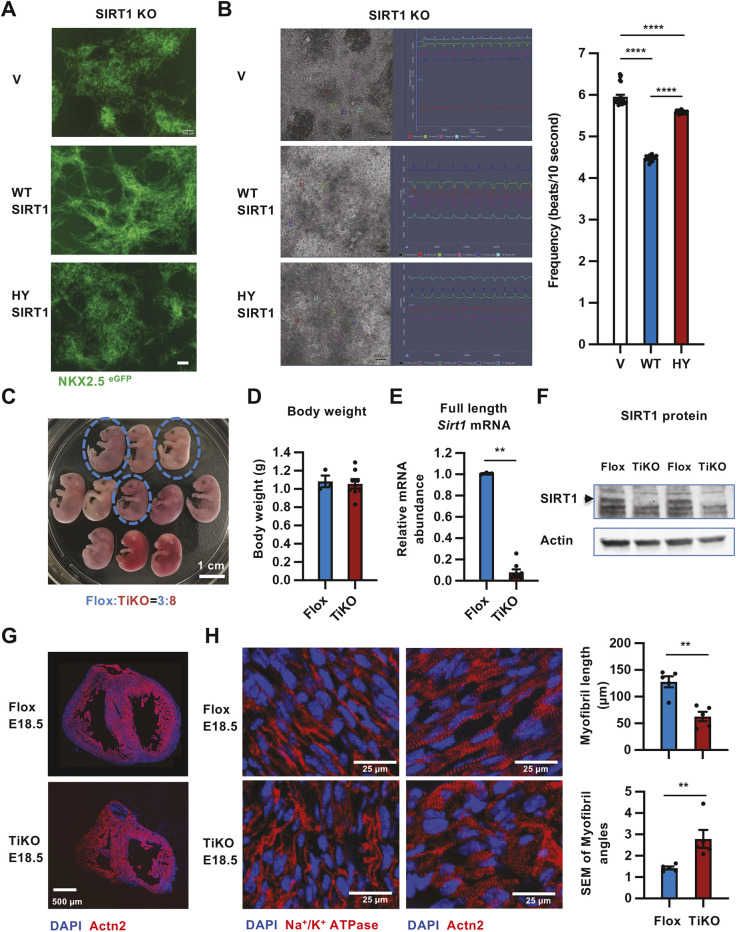
**SIRT1 regulates late-stage cardiomyocyte alignment *in vitro* and *in vivo*.** (A) Putting back WT, but not H363Y (HY) mutant, SIRT1 after differentiation of cardiomyocytes rescues the defective morphology of SIRT1 KO iCMs. Adeno-associated viruses (AAVs) containing empty vector (V), or construct expressing WT or HY SIRT1 proteins were transduced into SIRT1 KO iCMs as in Fig. S2A. The morphology of iCMs was analyzed 20 days after transduction. Scale bar: 100 µm. (B) Expression of WT SIRT1 after differentiation of cardiomyocytes reduces beating frequency of SIRT1 KO iCMs. SIRT1 KO iCMs were transduced with AAVs as in A. The beating frequencies were imaged and quantified in five independent fields from three biological replicates [*n*=25 (V), *n*=19 (WT) or *n*=17 (HY) different locations, ****P<0.0001, two-way ANOVA, values represent mean±s.e.m.]. (C,D) Deletion of SIRT1 from E12.5 does not affect overall survival and body weights of E18.5 embryos. Dams from Flox (female)×tamoxifen-inducible SIRT1 knockout (SIRT1 TiKO) (male) breeding pairs were dosed with tamoxifen from E12.5 to E15.5 to induce the deletion of *Sirt1* gene as described in the Materials and Methods and in Fig. S2B. Embryos were dissected on E18.5. Scale bar: 1 cm. (E) *Sirt1* mRNA levels in the brains of E18.5 Flox and TiKO embryos (*n*=3 for Flox, and *n*=8 for TiKO). (F) SIRT1 protein levels in the hearts of E18.5 Flox and TiKO embryos (*n*=2 pairs of Flox and TiKO). (G) Sections of hearts from Flox and SIRT1 TiKO E18.5 embryos. Hearts from E18.5 embryos were collected and stained with anti-ACTN2 antibodies. Scale bar: 500 µm. (H) Deletion of SIRT1 from E12.5 results in impaired cardiomyocyte and myofibril alignment as shown in Fig. S2C. The longitudinal sections localized to the middle of the left ventricle of hearts from E18.5 WT and TiKO embryos were stained with anti-Na^+^/K^+^ ATPase or anti-ACTN2 antibodies (*n*=5 individual embryos for each genotype); for the myofibril length analysis, a total of 80 myofibrils from WT embryos and 150 myofibrils from KO embryos were analyzed; for the myofibril alignment analysis, a total of 440 myofibril angles from WT embryos and 650 myofibril angles from KO embryos were analyzed; representative images are shown in C; **P<0.01, Mann-Whitney test, values represent mean±s.e.m.). Scale bars: 25 µm.

We next examined whether deletion of SIRT1 at late developmental stages in mouse embryos, particularly after differentiation of embryonic cardiomyocytes, could lead to cardiac morphological alterations observed in the SIRT1 KO mice (Fig. 1). Mouse embryonic heart development includes overlapping phases of heart tube formation and chamber formation (de Boer et al., 2012). The initial heart tube formation starts around E7.5, when the cardiogenic part of the splanchnic mesoderm expressing NKX2.5 is present as bilateral plates of epithelium. The formation of the four-chambered heart starts around E9.5, with overall morphology in the ventricles and outflow tracts completed around E11 (de Boer et al., 2012). To induce the deletion of *Sirt1* gene at late developmental stages, we generated a tamoxifen-inducible SIRT1 knockout (SIRT1 TiKO) strain by breeding a *Sirt1* floxed allele (Cheng et al., 2003) with a tamoxifen-inducible Cre line (CAGGCre-ER^TM^ transgenic line from The Jackson Laboratory). We then gavaged dams from the Flox (female)×SIRT1 TiKO (male) breeding pairs with tamoxifen daily from E12.5 to E15.5, isolated dosed Flox and SIRT1 TiKO embryos at E18.5, and analyzed the morphology of their hearts (Fig. S2B). This maternal dosing strategy successfully deleted the *Sirt1* gene in SIRT1 TiKO embryos without any significant effects on embryo growth (Fig. 4C–F). Remarkably, deletion of SIRT1 at this late developmental stage was sufficient to reduce the size of the heart (Fig. 4G), and induce the irregular distribution of cardiomyocytes (Na^+^/K^+^ ATPase) and misalignment of myofibrils (ACTN2) *in vivo* (Fig. 4H; Fig. S2C). Therefore, SIRT1 regulates cardiomyocyte remodeling at late developmental stages both *in vitro* and *in vivo*.

### SIRT1 deficiency blunts the induction of chemotaxis in cardiomyocytes *in vitro* and *in vivo*

To gain molecular insights on how SIRT1 regulates cardiomyocyte alignment at late developmental stages, we analyzed the significantly altered Ingenuity Canonical Pathways that were enriched in the significantly altered gene list in E18.5 SIRT1 KO and WT mouse hearts (Table S2). 

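Of the 25616 probes tested, 1250 passed an adjusted p of 0.05 with limma, 1017 higher and 233 lower in the hearts labelled SIRT1 KO. Over all probes tested, passed or not, the 4 values of 1 genotype lay wholly beyond those of the other in 13.7%, where chance gives 2.86%. The methods' analysis of variance with the same adjustment called 546 probes, 435 of them higher, and gave 5137 at an unadjusted p under 0.05. The count moved most when the intensities were used without scaling between arrays, to 6347 probes with 637 higher. With 1 array left out it lay between 657, without WT replicate 3, and 1825, without SIRT1 KO replicate 3. The balance between higher and lower probes depended on the scaling. The higher share was 81.4% with the 75th percentile, 63.9% with quantile normalization, 70.3% with cyclic loess, 38.1% with median scaling and 10.0% without scaling, and cyclic loess was added after the data were seen. The median log2 fold change of all probes tested was 0.01 with the 75th percentile, -0.12 with median scaling and -0.21 without scaling. The 8539 probes with the lowest mean signal held 60.0% of the probes past the threshold, 662 higher and 88 lower.

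Among the non-overlapping probes past the threshold, the 5 higher genes chosen by fitted fold change were *Pramel39*, *Agap2*, *Atp8b1*, *Deup1* and *Kcnq3*, and the 5 lower ones were *Uts2b*, *Atp8b1* on a different probe, *Usp54*, *Arpp21* and *Nepn*. A fitted fold change has no exact size where 1 genotype is at background, so no order is given. *Pramel39* rose by a log2 fold change of 2.86 (standard error 0.38, adjusted p = 0.00435 from limma) and *Kcnq3* by 2.44 (standard error 0.43, adjusted p = 0.0148 from limma). *Agap2*, *Atp8b1* and *Deup1* were not well above background on any WT array, so that only a bound can be given for each. Set against the lowest signal well above background on each WT array, or the probe's own signal where that was higher, they were at least 2.53-fold, 2.15-fold and 4.24-fold higher in the hearts labelled SIRT1 KO, under the deposited background subtraction. *Uts2b* had a log2 fold change of -2.30 (standard error 0.36, adjusted p = 0.00831 from limma). *Nepn* was well above background on all WT arrays and on 1 of the 4 labelled SIRT1 KO, so it was lower (adjusted p = 0.0084 from limma) by an amount that is not given. *Atp8b1*, *Usp54* and *Arpp21* were not well above background on any array labelled SIRT1 KO and were, under the same subtraction, at least 2.06-fold, 2.44-fold and 1.93-fold higher in the WT hearts. These 6 bounds do not hold for the normexp background correction, added after the data were seen, which starts from the median signal and adds an offset of 50 units. With it the fitted log2 fold changes were 0.84 for *Agap2*, 0.73 for the *Atp8b1* probe that rose and 0.96 for *Deup1*, all past the threshold, and -0.17 for the *Atp8b1* probe that fell (adjusted p = 0.359), -0.14 for *Usp54* (adjusted p = 0.546) and -0.10 for *Arpp21* (adjusted p = 0.596), none of them past it, all from limma. *Nepn* did not pass with it either (adjusted p = 0.148 from limma), while *Pramel39*, *Kcnq3* and *Uts2b* passed with 1.74, 1.38 and -1.64. With 1 array left out, the *Atp8b1* probe that rose passed in 6 of the 8 fits and the one that fell in 5, and *Usp54* passed in 2, those without WT replicate 2 and without SIRT1 KO replicate 3. *Kcnq3* did not pass without WT replicate 2 (adjusted p = 0.0511 from limma).

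**Figure D2:**
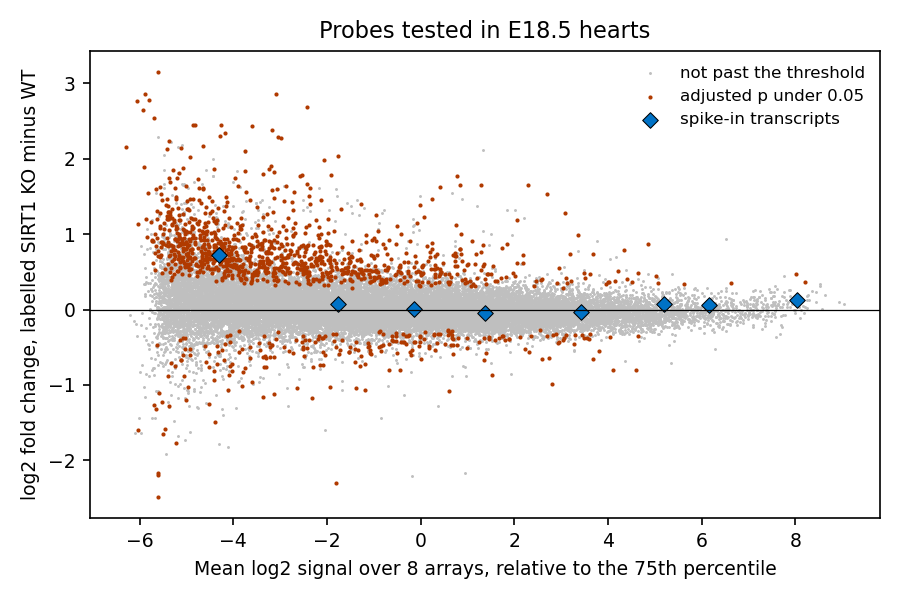
The log2 fold change between hearts labelled SIRT1 KO and WT (y axis) of the 25616 probes tested against their mean log2 signal over the 8 arrays relative to the 75th percentile (x axis), with the 1250 probes past the threshold in orange. Blue diamonds are the 8 spike-in transcripts above the negative controls, RNA added in the same amount to every sample, of which the dimmest differed by 0.72.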

As shown in Fig. S3A, the top six downregulated pathways in E18.5 SIRT1 KO embryonic hearts, as judged by their negative *z*-scores (Kramer et al., 2014), were all related to inflammation and chemotaxis signaling. In particular, the signaling of CXCR4, a widely expressed G-protein-coupled receptor critically involved in development and organogenesis (Busillo and Benovic, 2007), was significantly suppressed in E18.5 SIRT1 KO hearts (Fig. S3A,B). 

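The pathways of Fig. S3A rest on Ingenuity's gene sets, which were not used here, so 2 lists compiled for this work stand beside them. A list of 65 chemokines and chemokine receptors had 33 genes measured, of which 14 were higher and 19 lower in the hearts labelled SIRT1 KO. Their median log2 fold change was -0.11 and their mean 0.07, so that the median and the mean differ in sign, and camera gave the direction as down. By camera the list was not separated from the other genes (adjusted p = 0.781), and fry on the genes of the list alone gave an adjusted p of 0.883. With limma, 2 genes of the list passed the threshold as higher and 2 as lower, and adjusted over the list alone the counts were again 2 and 2. The smallest p-value belonged to *Xcr1*, which rose with a log2 fold change of 1.01 (adjusted p = 0.00383 from limma), followed by *Ccl12*. The others, named after their values were seen, were *Ccr6*, which was higher with 0.73 (adjusted p = 0.011), and *Ccrl2*, which was lower with -0.33 (adjusted p = 0.0306), both from limma. A list of 51 genes of NF-κB signaling and inflammation had 42 measured, with a median log2 fold change of -0.01, 19 higher and 23 lower. Its adjusted p was 0.999 by camera, which gave the direction as up, and 0.883 by fry. *Tlr9* was the only 1 of the 42 to pass the threshold, with a log2 fold change of 0.43 (adjusted p = 0.0153 from limma), also adjusted over the list alone, and *Il6* followed with -1.04 (adjusted p = 0.051 from limma).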

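The 9 genes of CXCR4 signaling shown in Fig. S3B had log2 fold changes from -0.40 to 0.01 on the probe with the highest mean signal, 8 of them lower in the hearts labelled SIRT1 KO. None passed an adjusted p of 0.05 with limma, and 2 had an unadjusted p under 0.05. The methods' analysis of variance gave 3 at an unadjusted p under 0.05 and 0 after adjustment. *Mras* had the largest fall, -0.40 (standard error 0.11, adjusted p = 0.0816 from limma), and its 3 other probes were also lower. Over all 25 tested probes of these genes 21 were lower, and 3 passed the threshold, each a dimmer probe of its gene: *Gnai1* with -0.43 (adjusted p = 0.00872), *Rhoj* with -0.38 (adjusted p = 0.0182) and *Plcb1* with -0.43 (adjusted p = 0.0444), all from limma. On their brightest probes the same genes had log2 fold changes of -0.16, 0.01 and -0.33, and a further *Gnai1* probe was higher with 0.29. The brightest *Plcb1* probe ranged from -0.68 without SIRT1 KO replicate 3 to -0.14 without SIRT1 KO replicate 1. With 1 heart left out, the *Gnai1* probe passed in 8 of the 8 fits, the *Rhoj* probe in 3 and the *Plcb1* probe in 2. Between 20 and 22 of the 25 probes were lower under the other scalings, and 18 passed the threshold without scaling, where the median of all probes lies lower as well.

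*Cxcr4* itself had a log2 fold change of 0.06 (standard error 0.10, adjusted p = 0.754 from limma), and its other probe was lower. Its sign was negative in 6 of 23 alternative analyses. *Cxcl12* was lower on its brighter probe, with -0.26 (standard error 0.08, adjusted p = 0.113 from limma), where the genotypes did not overlap (exact two-sided permutation test p = 0.0286), and higher on its other probe, with 0.07. The brighter probe passed the threshold in 3 of 24 alternatives, with median scaling, without scaling and with the normexp background correction, the last added after the data were seen. A list of 122 genes of CXCR4 signaling had 113 measured, with a median log2 fold change of -0.04, 68 lower and 45 higher. The list did not differ from the other genes by camera (adjusted p = 0.373), and its adjusted p by fry was 0.553. It passed by camera in 1 of 22 alternatives, without a filter on dim probes (adjusted p = 0.0435).

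**Figure D3:**
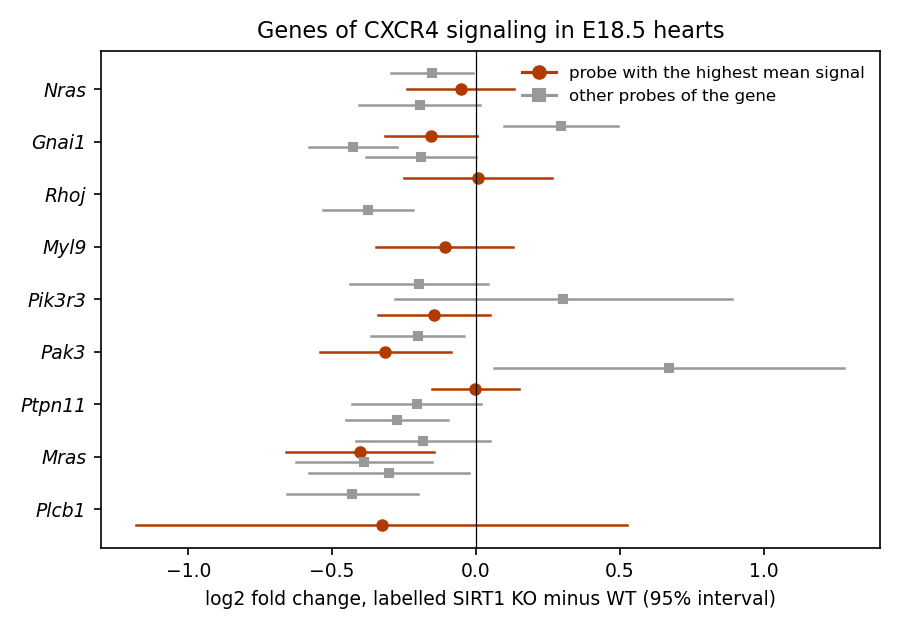
The log2 fold change (x axis) of every tested probe of the 9 genes of Fig. S3B (y axis) between 4 hearts labelled SIRT1 KO and 4 WT hearts, with its 95% confidence interval as a line. Orange circles are the probe with the highest mean signal, and 21 of the 25 probes lie below 0, or 20 to 22 under other scalings.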

Interestingly, mice lacking CXCR4 or its chemokine ligand CXCL12 (SDF1) are perinatally lethal, along with intrauterine growth retardation and cardiac defects (Ma et al., 1998; Nagasawa et al., 1996; Zou et al., 1998). These phenotypes strikingly resemble the developmental defects observed in SIRT1 KO mice (Cheng et al., 2003; McBurney et al., 2003; Wang et al., 2008), suggesting that defective chemokine signaling, particularly CXCR4 signaling, may be responsible for defective cardiac phenotypes in SIRT1 KO embryos.

To test this possibility, we analyzed the expression of CXCR4 and its ligand CXCL12 during *in vitro* cardiomyocyte differentiation of WT and SIRT1 KO mel1 hESCs. *CXCR4* mRNA levels were quickly induced during the first 8 days of differentiation, then leveled off during the maturation stages in both WT and SIRT1 KO cells (Fig. 5A, CXCR4). The expression of *CXCL12* was reduced at D8 but then quickly re-induced and reached a plateau around D20 in WT cells. In SIRT1 KO cells, the induction of this chemokine was blunted (Fig. 5A, CXCL12), suggesting that the defective CXCR4 signaling detected in the transcriptome analysis (Fig. S3) is possibly due to defective CXCL12 production in SIRT1 KO cardiomyocytes.

**Fig. 5.**
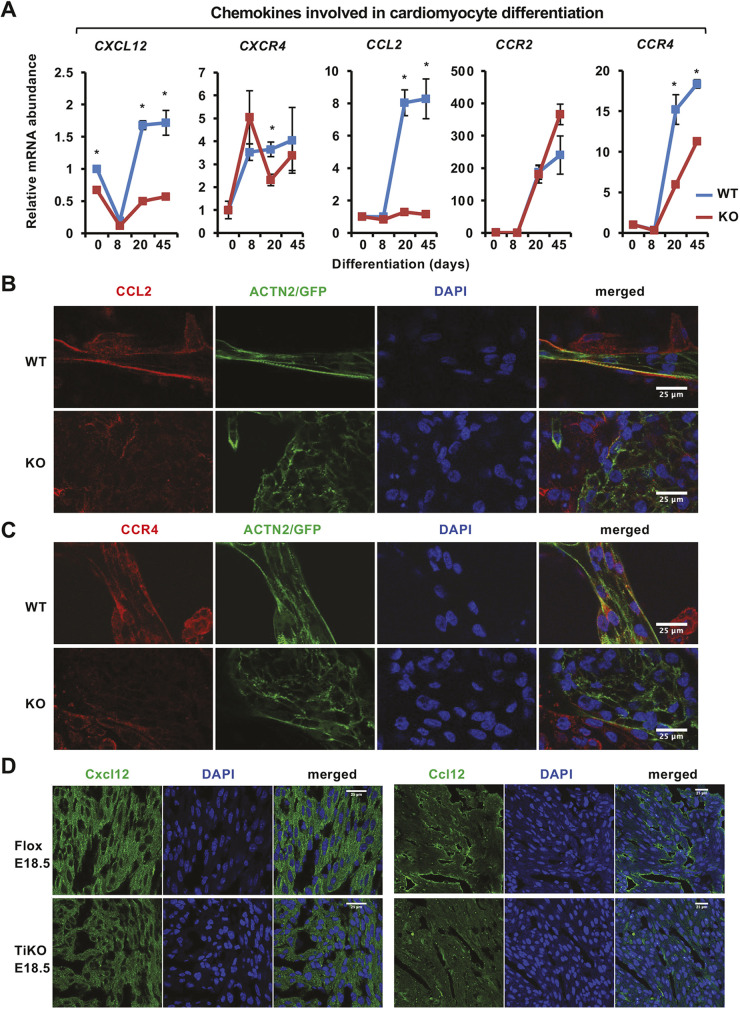
**SIRT1 deficiency blunts the induction of chemotaxis signaling in cardiomyocytes *in vitro* and *in vivo*.** (A) The induction of chemotaxis genes in WT and SIRT1 KO cardiomyocytes. WT and SIRT1 KO mel1 hESCs were induced for cardiomyocyte differentiation, and total RNA was collected on D0, D8, D20 and D45, and processed for qPCR analysis of *CCL2*, *CCR2*, *CCR4*, *CXCL12* and *CXCR4* (*n*=3 independent lines/genotype, *P<0.05, Student's *t*-test, values represent mean±s.e.m.). (B,C) The expression of CCL2 and CCR4 is reduced in SIRT1 KO iCMs. D20 WT and SIRT1 KO iCMs were fixed and stained with anti-CCL2 and anti-ACTN2 antibodies (B), or anti-CCR4 and anti-ACTN2 antibodies (C). Scale bars: 25 µm. (D) Deletion of SIRT1 from E12.5 embryos results in reduction of CXCL12 and CCL12 expression in cardiomyocytes. Heart sections from E18.5 Flox and TiKO embryos were stained with anti-CXCL12 (left panels) or anti-CCL12 (right panels) antibodies. Scale bars: 25 µm.

Further survey of other chemokine signaling pathways revealed that the chemokine CCL2 (MCP-1) was dramatically induced around D20 during *in vitro* cardiomyocyte differentiation of WT mel1 hESCs, but this induction was almost completely blocked in SIRT1 KO cells (Fig. 5A, CCL2). CCL2 is a cytokine/chemokine that acts as a ligand for chemokine receptors CCR2 (Gschwandtner et al., 2019) and CCR4 (Zhang et al., 2006), displaying chemotactic activity for monocytes, basophils and T lymphocytes. CCL2 is one of the most highly expressed chemokines in human myocardium (Damas et al., 2000), and its expression has been recently detected in cardiomyocytes from human early-stage fetuses by single-cell RNA sequencing (Cui et al., 2019). CCR2, the main receptor of CCL2, exhibits mild expression in the human heart (Fig. S3C), and a single-nucleotide polymorphism of the *CCR2* gene is associated with myocardial infarction and heart failure, but not with coronary atherosclerosis, in human patients (Ortlepp et al., 2003). We confirmed that, during *in vitro* cardiomyocyte differentiation of hESCs, both *CCR2* and *CCR4* were massively induced at late stages, and the induction of *CCR4* was significantly reduced in SIRT1 KO cells (Fig. 5A, CCR2 and CCR4). Immunofluorescent analysis further indicated that, in WT D20 iCMs, both CCL2 and CCR4 were colocalized with or accompanied by ACTN2 on the cell membrane along the myofibrils (Fig. 5B,C, WT). In particular, CCL2 was abundant on the membrane of cells on the edge of a cell cluster, but exhibited low expression on the membrane of inner cells, indicating a certain degree of polarization of CCL2 (Fig. 5B). In contrast, CCL2 and CCR4 were reduced in expression, with decreased colocalization with ACTN2-positive myofibrils, in D20 SIRT1 KO iCMs compared to WT iCMs (Fig. 5B,C, KO). Therefore, the CCL2 signaling pathway is significantly suppressed and mislocalized in SIRT1-deficient iCMs.

Consistent with the observations in iCMs from hESCs, CXCL12 protein was widely expressed in the cardiomyocytes from Flox E18.5 hearts, yet its expression was markedly reduced in the cardiomyocytes from E18.5 SIRT1 KO hearts (Fig. 5D, left panels). Moreover, the mRNA expression of *Ccl12*, encoding a mouse chemokine closely related to human CCL2 (Jia et al., 1996) and a specific CCR2 ligand (Sarafi et al., 1997), was significantly reduced in E18.5 SIRT1 KO hearts compared to WT hearts (Fig. S3D). 

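*Ccl12* is measured by 1 probe (A_52_P249514), which was well above background in every heart. Its log2 signal was -2.18 ± 0.03 (SD, n = 4) in the WT hearts and -2.80 ± 0.16 (SD, n = 4) in the hearts labelled SIRT1 KO, a log2 fold change of -0.62 (standard error 0.09, adjusted p = 0.00584 from limma). All 4 values labelled SIRT1 KO lay below all 4 WT values (exact two-sided permutation test p = 0.0286). With each heart left out in turn the log2 fold change stayed between -0.68 and -0.57 and past the threshold. *Ccl2* had a log2 fold change of 0.02 (standard error 0.17, adjusted p = 0.962 from limma), with a sign that was negative in 9 of 24 alternative analyses. *Ccr2* was well above background on 2 of the 4 WT arrays and none of those labelled SIRT1 KO on its brighter probe, and on no array on its other probe, so no fold change is given. *Ccr4* was not well above background on any array.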

Interestingly, CCL12 protein in E18.5 Flox hearts was enriched in a subpopulation of cardiomyocytes, in which it was localized to striated sarcomere structures (Fig. 5D, right panels, Flox E18.5). Consistent with the mRNA levels from the E18.5 SIRT1 KO hearts, CCL12 protein expression was much lower in E18.5 SIRT1 TiKO cardiomyocytes than in Flox cardiomyocytes, although its expression may be strong in endocardial cells (Fig. 5D, right panels, TiKO E18.5). Taken together, our data demonstrate that SIRT1 deficiency results in defective chemokine signaling important for cardiac function *in vitro* and *in vivo*, which may be responsible for the cardiac defects observed in SIRT1-deficient iCMs and embryonic hearts.

### Inhibition of the CCL2 signaling pathway impairs cardiomyocyte alignment *in vitro*

The defective CXCL12/CXCR4 and CCL2/CCR2/CCR4 chemokine signaling in SIRT1 KO iCMs and mouse embryonic hearts (Fig. 5; Fig. S3) suggests that inhibition of these chemokine pathway may disrupt the alignment and maturation of iCMs. Because the CXCL12/CXCR4 pathway has already been established as an important signaling pathway for cardiac development (Ma et al., 1998; Nagasawa et al., 1996; Zou et al., 1998), we directly tested the CCL2 pathway. Indeed, when WT iCMs were treated with the CCR4 inhibitor C021 dihydrochloride (C021) or CCR2 inhibitor INCB 3284 dimesylate (INCB) from D15 to D24 after induction of differentiation, the alignment of NKX2.5^eGFP^-positive iCM clusters was impaired at D24 (Fig. 6A,B). Further immunofluorescent staining with anti-Na^+^/K^+^ ATPase and anti-ACTN2 antibodies revealed that pharmacological inhibition of CCL2 signaling by either C021 or INCB disrupted the alignment of myofibrils in iCMs (Fig. 6C). Therefore, CCL2 chemokine signaling is critically involved in the regulation of cardiomyocyte alignment and maturation *in vitro*.

**Fig. 6.**
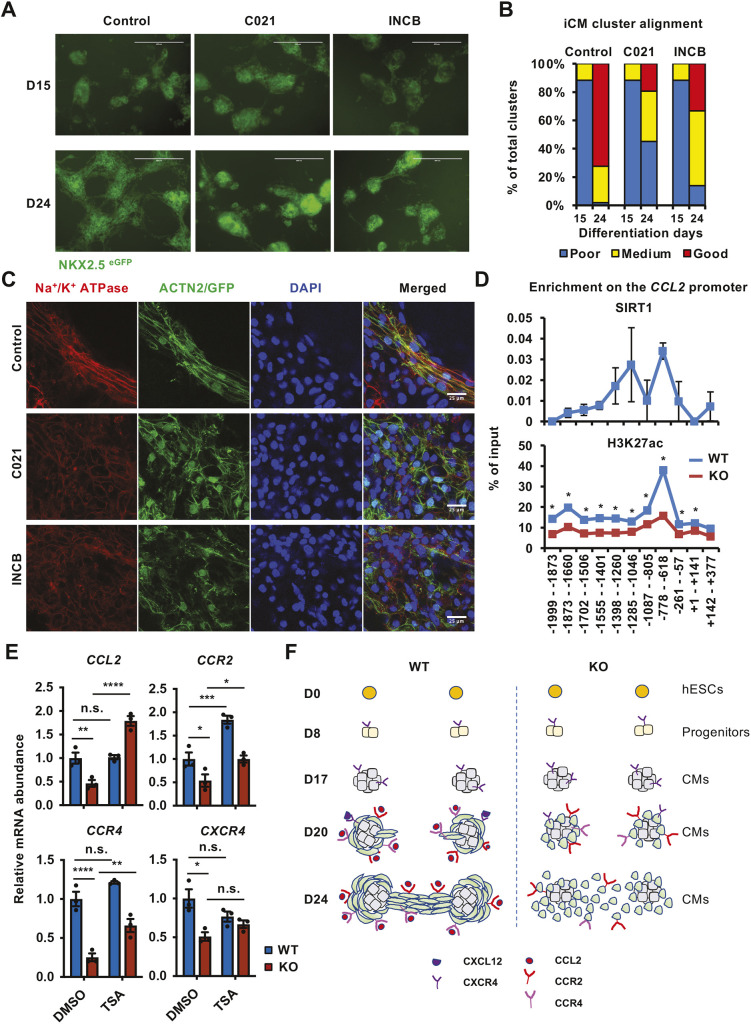
**Inhibition of CCL2 signaling impairs cardiomyocyte alignment.** (A) WT iCMs were treated with control, 2 µM CCR4 inhibitor C 021 dihydrochloride (C021) or 100 nM CCR2 inhibitor INCB 3284 dimesylate (INCB) from D15 to D24. The morphology of iCMs was analyzed by imaging of NKX2.5^eGFP^-positive cell clusters. Scale bars: 400 µm. (B) The alignments of cardiomyocyte clusters from WT and KO cells were categorized into three categories and quantified (*n*=17 images/fields for D15 control, C021 and INCB; *n*=51 images/field for D24 control, *n*=31 for D24 C021, and *n*=36 for D24 INCB). (C) WT iCMs treated as in A were stained with anti-ACTN2 and anti-Na^+^/K^+^ ATPase antibodies. Scale bars: 25 µm. (D) Deletion of SIRT1 reduces H3K27ac levels on the *CCL2* promoter in iCMs. D30 WT and SIRT1 KO iCMs were cross-linked, and the association of SIRT1 and H3K27ac on the *CCL2* promoter was analyzed by ChIP–qPCR as described in the Materials and Methods (*n*=3 biological repeats/genotype, *P<0.05, Student's *t*-test, values represent mean±s.e.m.). (E) Inhibition of HDACs by Trichostatin A (TSA) rescues the expression of genes in the CCL2 signaling pathway in SIRT1 KO iCMs. D30 WT and SIRT1 KO iCMs were treated with dimethyl sulfoxide or 0.6 µM TSA for 24 h. The expression of indicated genes was analyzed by qPCR (*n*=3 biological repeats/genotype; n.s., not significant; *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, two-way ANOVA, values represent mean±s.e.m.). (F) SIRT1 regulates cardiomyocyte remodeling during maturation.

To gain further understanding on how SIRT1 may regulate CCL2 chemokine signaling, we analyzed the association of SIRT1 protein with the promoter of the *CCL2* gene in WT iCMs by chromatin immunoprecipitation (ChIP). As shown in Fig. 6D, SIRT1 was enriched ∼600–800 bp upstream of the transcription start site of the *CCL2* gene (top), which was overlapped with a locus peaked for H3K27ac, an activation histone mark (bottom, WT). However, the enrichment of H3K27ac on this locus was significantly blunted in KO iCMs (Fig. 6D, bottom, KO), indicative of a strong attenuation of transcriptional activation of the *CCL2* gene in SIRT1 KO iCMs. Given that class I and II histone deacetylases (HDACs) could deacetylate H3K27ac to repress gene transcription and that SIRT1 inhibits HDAC1-dependent transcriptional repression via the RBP1 family (Binda et al., 2008), we hypothesized that SIRT1 may promote the expression of CCL2 by repressing HDAC1. Inhibition of HDAC1, therefore, could rescue CCL2 expression in SIRT1 KO cells. In line with this hypothesis, inhibition of class I and II HDACs by Trichostatin A (TSA) significantly reactivated the defective expression of the *CCL2* gene in SIRT1 KO, but not WT, iCMs (Fig. 6E, *CCL2*). TSA treatment also partially rescued the defective expression of *CCR2* and *CCR4* genes, particularly in the KO iCMs (Fig. 6E, *CCR2*, *CCR4*). However, the expression of *CXCR4* was not significantly modulated by TSA treatment in either WT or KO cells, indicating that this HDAC-dependent mechanism is specific to CCL2 signaling. Taken together, our results suggest a model in which SIRT1 promotes an open configuration of chromatin on the promoters of genes in the CCL2 signaling pathway, which in turn allows histone acetylation and transcriptional activation of these genes.

## DISCUSSION

Cardiomyocyte maturation and remodeling, including elongation and alignment, is important for cardiac function. Deciphering the underlying mechanisms would provide valuable insights to improve the integration efficiency of injected *in vitro* differentiated cardiomyocytes into the existing heart cells. However, how cardiomyocytes and myofibrils are aligned remains unclear, partially due to technical challenges in analyzing misalignment *in vivo* and in recapitulating remodeling events with isolated cardiomyocytes *in vitro*. In this study, utilizing genetically modified mouse models together with an *in vitro* differentiation system that induces differentiation and remodeling of cardiomyocytes, we dissected molecular mechanisms regulating cardiomyocyte/myofibril alignment and unexpectedly found that SIRT1 is a key mediator regulating cardiomyocyte/myofibril alignment (Fig. 6F).

SIRT1 has been implicated as an important regulator of heart development and normal cardiomyocyte functions (Chen et al., 2006; Cheng et al., 2003; Planavila et al., 2012; Sundaresan et al., 2011). However, the exact role of SIRT1 in this biological process remains unclear. Our present study provides evidence that SIRT1 primarily modulates cardiomyocyte/myofibril alignment and contraction during perinatal cardiomyocyte maturation, but with minimal effects on early cardiomyocyte fate specification/differentiation. For example, in the *in vitro* cardiomyocyte differentiation system, SIRT1 deletion does not block the differentiation of cardiac progenitors (Fig. 2). Consistently, SIRT1-deficient mouse hearts appeared to develop normally before E14.5 on the C57BL/6J background (data not shown), supporting the idea that SIRT1 is not required for specification of cardiac progenitors and cardiomyocytes. More importantly, putting back SIRT1 after D17 in the *in vitro* cardiomyocyte differentiation system is able to rescue morphological abnormality and beating defects of SIRT1 KO iCMs (Fig. 4A,B; Fig. S2A), while induced deletion of SIRT1 at the late developmental stages is sufficient to impair the normal distribution and alignment of cardiomyocytes/myofibrils (Fig. 4C–H; Fig. S2B,C).

Our study also identifies defective chemokine signaling as a possible underlying mechanism responsible for defective cardiac defects in SIRT1-deficient iCMs and mouse perinatal hearts. First, E18.5 SIRT1 KO mouse hearts are predominately defective in pathways involved in inflammation and CXCR4 chemokine signaling at the transcriptomic level (Fig. S3). Second, both CXCL12/CXCR4 and CCL2/CCR2/CCR4 pathways are induced during *in vitro* cardiomyocyte differentiation of hESCs, but SIRT1 deficiency dramatically blunts their induction (Fig. 5A). Third, we found that CCL2, CCR4 and CCL12 are colocalized with ACTN2 along the Z-line in iCMs and perinatal mouse hearts (Fig. 5B–D), as reported in a previous study on the localization of CXCR4 and CXCL12 protein (Segret et al., 2007). Deletion of SIRT1 in independent cell and mouse models disrupts sarcomere localization (Fig. 5B–D). Finally, and more importantly, pharmacological inhibition of CCL2 receptors impairs cardiomyocyte alignment *in vitro* (Fig. 6A–C). All these data indicate that the CCL2 pathway is important for cardiomyocyte alignment *in vitro*, and it is one of the underlying mechanisms by which SIRT1 promotes cardiomyocyte alignment. In immune cells, SIRT1 has a well-known activity in repression of inflammation and cell activation by directly deacetylating and inhibiting different transcription factors, including NF-κB (Yeung et al., 2004), AP-1 (Zhang et al., 2010), STAT3/Rorc (Limagne et al., 2017) and HIF-1α (Liu et al., 2014; Wang et al., 2016). Intriguingly, our data indicate that SIRT1 positively modulates chemokine signaling during cardiomyocyte remodeling and promotes cardiomyocyte alignment. Specifically, we show that SIRT1 enhances promoter histone acetylation levels and activates the expression of CCL2 by repressing HDACs (Fig. 6D,E), which are in line with previous reports that SIRT1 or deacetylation represses HDAC1 activity (Binda et al., 2008; Qiu et al., 2006). It is of great interest to further dissect the cell-type-specific regulation of chemokine signaling by SIRT1 in the future.

Our study has some limitations. First, we noticed that SIRT1 and the induced chemokines are expressed in cardiomyocytes, as well as many other cell types, in both mouse embryonic hearts and the *in vitro* cardiomyocyte differentiation system. Therefore, the universal manipulation of SIRT1/CCL2 signaling in our study did not allow us to dissect the cell-type-specific functions of these genes during cardiomyocyte remodeling. Future studies with cell-type-specific gene manipulations (e.g. cardiomyocyte-specific deletion of SIRT1) are required to further determine their specific role in cardiomyocytes. Second, most of our experiments, particularly the *in vitro* experiments, in this study have small sample sizes, which limits the statistical power of our data.

It is also worth noting that, although our present study suggests that the defective chemokine signaling may partially underlie SIRT1 deficiency-induced defects in cardiomyocyte alignment and maturation, SIRT1 deficiency is associated with a number of other transcriptional defects. For instance, the induction of TBX5 and GATA4, two key cardiogenesis transcription factors, was significantly reduced at the late stage of *in vitro* differentiation (Fig. 2C). The induction of *TNNT2*, *ACTN2*, *MYL3* and *TCAP*, genes encoding major sarcomere structural proteins or muscle contraction factors, was also mildly reduced at different differentiation time points *in vitro* (Fig. 2C). Additionally, cAMP signaling, NFAT signaling and calcium signaling were significantly upregulated in E18.5 SIRT1 KO hearts (Fig. S3A). It is possible that these alterations may also contribute to the misalignment and maturation phenotypes. 

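A list of 77 genes of calcium and cAMP signaling, compiled for this work, had 71 measured in these hearts. Their median log2 fold change was 0.00, with 37 higher and 34 lower in the hearts labelled SIRT1 KO. By camera the list did not differ from the other genes (adjusted p = 0.706), and fry gave an unadjusted p of 0.00241 and an adjusted p of 0.0506. With limma 4 genes of the list passed the threshold, all of them higher, and 4 adjusted over the list alone. The smallest p-values belonged to *Camk2g*, with a log2 fold change of 0.48 (adjusted p = 0.00955), and *Cacna1g*, with 0.77 (adjusted p = 0.0127). The others, named after their values were seen, were *Atp2a3* with 0.51 (adjusted p = 0.0171) and *Nfatc4* with 0.37 (adjusted p = 0.0441).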

Given that SIRT1 is capable of directly or indirectly regulating the acetylation and methylation levels of histones and transcription factors (Tang et al., 2017), it is likely that deletion of SIRT1 blunts the early chromatin remodeling events required for transcription of factors involved in the above signaling pathways. Future studies are needed to dissect the molecular mechanisms underlying this transcriptional regulation.

In summary, we have shown that SIRT1 plays a vital role in the regulation of myofibril alignment and cardiomyocyte maturation during animal development. Our study highlights the therapeutic potential of SIRT1-activating compounds in the treatment of human heart disease.

## MATERIALS AND METHODS

### Animal studies

Whole-body germ-line SIRT1 knockout (*Sirt1*^−/−^) mice on the C57BL/6J background have been reported previously (Tang et al., 2014). To investigate the heart developmental phenotypes of SIRT1 KO embryos, 2- to 3-month-old SIRT1 heterozygous female mice were bred with age-matched heterozygous male mice. The following morning, females with the mating plug (E0.5) were separated from the male into a new cage. Conceptus/embryos at E14.5, E18.5 and postnatal day (P)0 (newborn) were collected and analyzed. Hearts from both sexes were analyzed.

The SIRT1 TiKO strain was generated by breeding the *Sirt1* floxed allele (Cheng et al., 2003) with a tamoxifen-inducible Cre line in which the expression of the CreER^TM^ fusion protein is driven by the chicken beta actin promoter/enhancer coupled with the cytomegalovirus (CMV) immediate-early enhancer (CAGGCre-ER^TM^ transgenic line, The Jackson Laboratory, stock number 004682). To induce the deletion of the *Sirt1* gene at late developmental stages, dams from the Flox (*Sirt1^flox/flox^, CreER^TM^−*, female)×SIRT1 TiKO (*Sirt1^flox/flox^, CreER^TM^+*, male) breeding pairs were gavaged with 100 mg/kg body weight of tamoxifen (in corn oil) daily from E12.5 to E15.5. Flox and SIRT1 TiKO embryos were then dissected at E18.5 from the dosed dams, and their hearts were collected and analyzed. Hearts from both sexes were analyzed.

All conducted animal experiments were approved by the National Institute of Environmental Health Sciences (NIEHS)/National institutes of Health (NIH) Animal Care and Use Committee.

### Antibodies

Anti-SIRT1 antibodies [human specific: 2493, 1:1000 dilution for western blotting (WB); mouse specific: 2028, 1:1000 dilution for WB] were from Cell Signaling Technology. Anti-ACTN2 antibodies [ab9465, 1:50 dilution for immunofluorescence (IF); ab68167, 1:1000 dilution for WB and 1:200 for IF] and anti-Na^+^/K^+^ ATPase antibody (ab76020, 1:200 dilution for IF) were from Abcam. Anti-Actin antibody was from Millipore (MAB1501, 1:10000 dilution for WB). Anti-CCL2 antibody (MABN712; 1:200 dilution for IF) was from Sigma, anti-CCR4 antibody (MAB1567; 1:200 dilution for IF) was from R&D Systems, and anti-CCL12 antibody (abx103190; 1:200 dilution for IF) was from Abbexa. In ChIP analysis, 3 μl anti-histone H3 (acetyl K27) antibody (Abcam, ab4729) was used per reaction.

### Microarray analysis

Total RNAs from WT and SIRT1 KO mouse E18.5 hearts were isolated with the TRIzol reagent, followed by RNA clean-up using a Qiagen RNeasy mini-kit with on-column DNAse I treatment. Gene expression analysis was conducted using Agilent Whole Human Genome 4×44 multiplex format oligo arrays (014850, for RNAs from mel1 cells) or Agilent Whole Mouse Genome 4×44 multiplex format oligo arrays (014868, for RNAs from mouse E18.5 hearts) (Agilent Technologies) following the Agilent one-color microarray-based gene expression analysis protocol. Starting with 500 ng total RNA, Cy3-labeled cRNA was produced according to the manufacturer's protocol. For each sample, 1.65 μg Cy3-labeled cRNAs were fragmented and hybridized for 17 h in a rotating hybridization oven. Slides were washed and then scanned with an Agilent Scanner. Data were obtained using Agilent Feature Extraction Software (v9.5), using the one-color defaults for all parameters. The Agilent Feature Extraction Software performed error modeling, adjusting for additive and multiplicative noise. Differential gene expression was examined using Partek Genomics Suite (Partek, St Louis, MO, USA). To identify differentially expressed probes, analysis of variance (ANOVA), Benjamini–Hochberg multiple test correction was used (false discovery rate<0.05). Partek Genomics Suite was further used to generate heat maps for visual analyses and to support generation of hierarchical clustering dendrograms. Lists of significant probes were further analyzed using IPA (Content version 26127183, Ingenuity Systems, Redwood City, CA, USA).

### Electron microscopy procedure

To compare the morphological difference between WT and SIRT1 KO hearts, heart tissues dissected from WT and SIRT1 KO E18.5 mice were fixed with Trumps 4F:1G fixative overnight at 4°C, processed with a Leica EM TP processor, rinsed with phosphate buffer and post-fixed in 1% osmium tetroxide in phosphate buffer. The post-fixed tissues were then rinsed in water, dehydrated in an ethanolic series culminating in acetone and further infiltrated with Poly/Bed 812 epoxide resin. After polymerization, the resulting blocks were trimmed, and semithin sections (∼0.5 µm thick) were cut, mounted on glass slides and stained with 1% Toluidine Blue O in 1% sodium borate prior to being examined with a light microscope. After inspection with light microscopy, ultrathin sections (80–90 nm thick) were subsequently cut, placed onto 200-mesh copper grids, and then stained with aqueous uranyl acetate and lead citrate. Digital images were captured with a Gatan Orius SC1000/SC600 attached to a FEICO Tecnai T120 transmission electron microscope. The width of the Z-line and the angle of individual myofibrils were measured from five individual embryos with a total of 35 observation fields/genotype. The degrees of myofibril alignment of WT and SIRT1 KO mouse cardiomyocytes were compared using the s.e.m. of the angles of individual myofibrils against the horizontal edge of the images.

### Cell culture

NKX2.5^eGFP/w^ mel1 hESCs were obtained with permission from Dr Andrew Elefanty and Dr Edouard Stanley at the University of Queensland, Australia (NIH registration number 0139), and cultured and maintained on Matrigel (Corning) in TeSR-E^8^ medium (StemCells Inc.).

### *In vitro* cardiomyocyte differentiation and fluorescence-activated cell sorting

To induce cardiomyocytes, WT and SIRT1 KO NKX2.5^eGFP/w^ mel1 hESCs generated by CRISPR/Cas9 gene-editing technology were cultured with 3–5 µM CHIR-99021 (Selleckchem) for 3 days, then switched and incubated with 5 µM IWR (Selleckchem) for 2 days in B27 minus insulin medium (Life Technologies). After washing, cells were cultured in B27 minus insulin medium for 2 more days, and thereafter maintained in B27 medium. To sort eGFP+ D17 cardiomyocytes, cells were trypsinized and resuspended with PBS. After being centrifuged at 300 ***g*** for 3 minutes, cell pellets were resuspended with 1 ml PBS and eGFP+ cells were sorted and collected by a flow cytometer.

### Morphological analyses of cardiomyocytes by light microscopy

To compare the morphological difference in WT and SIRT1 KO iCMs (Fig. 3E,F), the sarcomeres were immunostained with an antibody against ACTN2, and the lengths of myofibrils from three independent experiments were quantified and compared. To quantify and compare the degrees of myofibril alignment between WT and SIRT1 KO iCMs, the angles of individual myofibrils against the horizontal edge of the images were measured and the s.e.m. of the angles calculated.

### ChIP analysis

To analyze the occupancy of SIRT1 and H3K27ac on the promoter of the *CCL2* gene, 1×10^7^ WT or SIRT1-deficient cells, 30 days after induction from mel1 hESCs, were cross-linked, harvested and sonicated. The resultant sonicated chromatin was processed for immunoprecipitation with 5 µl anti-SIRT1 (Cell Signaling Technology, #2493) antibody or 3 µl anti-H3K27ac (Abcam, ab177178) antibody. The DNA fragments from each sample were then analyzed by qPCR assay with primers covering −1999 to+377 bp of the human *CCL2* promoter.

### Statistics

Values are expressed as mean±s.e.m. from at least three independent experiments or biological replicates, unless otherwise indicated in the figure legend. Significant differences between means with two comparison groups were analyzed by two-tailed, unpaired, non-parametric Mann–Whitney test (animal experiments) or two-tailed, unpaired Student's *t*-test (cell culture experiments). Significant differences between means with more than two comparison groups were analyzed by two-way ANOVA with adjustments on multiple comparisons. For all comparisons, differences were considered significant at *P*<0.05. Statistical analyses were performed using either Microsoft Excel or Prism.

Statistical analyses for microarray data are detailed in the ‘Microarray analysis’ section.

## Supplementary Material

Click here for additional data file.

10.1242/joces.259076_sup1 Supplementary information Click here for additional data file.

## References

[JCS259076C1] Binda, O., Nassif, C. and Branton, P. E. (2008). SIRT1 negatively regulates HDAC1-dependent transcriptional repression by the RBP1 family of proteins. *Oncogene* 27, 3384-3392. 10.1038/sj.onc.121101418193082

[JCS259076C2] Busillo, J. M. and Benovic, J. L. (2007). Regulation of CXCR4 signaling. *Biochim. Biophys. Acta* 1768, 952-963.1716932710.1016/j.bbamem.2006.11.002PMC1952230

[JCS259076C3] Chen, I. Y., Lypowy, J., Pain, J., Sayed, D., Grinberg, S., Alcendor, R. R., Sadoshima, J. and Abdellatif, M. (2006). Histone H2A.z is essential for cardiac myocyte hypertrophy but opposed by silent information regulator 2alpha. *J. Biol. Chem.* 281, 19369-19377. 10.1074/jbc.M60144320016687393

[JCS259076C4] Cheng, H. L., Mostoslavsky, R., Saito, S., Manis, J. P., Gu, Y., Patel, P., Bronson, R., Appella, E., Alt, F. W. and Chua, K. F. (2003). Developmental defects and p53 hyperacetylation in Sir2 homolog (SIRT1)-deficient mice. *Proc. Natl. Acad. Sci. USA* 100, 10794-10799. 10.1073/pnas.193471310012960381PMC196882

[JCS259076C5] Cui, Y., Zheng, Y., Liu, X., Yan, L., Fan, X., Yong, J., Hu, Y., Dong, J., Li, Q., Wu, X. et al. (2019). Single-cell transcriptome analysis maps the developmental track of the human heart. *Cell Rep.* 26, 1934-1950.3075940110.1016/j.celrep.2019.01.079

[JCS259076C6] Damas, J. K., Eiken, H. G., Oie, E., Bjerkeli, V., Yndestad, A., Ueland, T., Tonnessen, T., Geiran, O. R., Aass, H., Simonsen, S. et al. (2000). Myocardial expression of CC- and CXC-chemokines and their receptors in human end-stage heart failure. *Cardiovasc. Res.* 47, 778-787. 10.1016/S0008-6363(00)00142-510974226

[JCS259076C7] de Boer, B. A., van den Berg, G., de Boer, P. A., Moorman, A. F. and Ruijter, J. M. (2012). Growth of the developing mouse heart: an interactive qualitative and quantitative 3D atlas. *Dev. Biol.* 368, 203-213. 10.1016/j.ydbio.2012.05.00122617458

[JCS259076C8] Di Maio, A., Karko, K., Snopko, R. M., Mejia-Alvarez, R. and Franzini-Armstrong, C. (2007). T-tubule formation in cardiacmyocytes: two possible mechanisms? *J. Muscle Res. Cell Motil.* 28, 231-241. 10.1007/s10974-007-9121-x17940841

[JCS259076C9] Elliott, D. A., Braam, S. R., Koutsis, K., Ng, E. S., Jenny, R., Lagerqvist, E. L., Biben, C., Hatzistavrou, T., Hirst, C. E., Yu, Q. C. et al. (2011). NKX2-5(eGFP/w) hESCs for isolation of human cardiac progenitors and cardiomyocytes. *Nat. Methods* 8, 1037-1040. 10.1038/nmeth.174022020065

[JCS259076C10] Fan, W., Tang, S., Fan, X., Fang, Y., Xu, X., Li, L., Xu, J., Li, J. L., Wang, Z. and Li, X. (2021). SIRT1 regulates sphingolipid metabolism and neural differentiation of mouse embryonic stem cells through c-Myc- SMPDL3B. *Elife* 10, e67452.3404204610.7554/eLife.67452PMC8216717

[JCS259076C11] Gschwandtner, M., Derler, R. and Midwood, K. S. (2019). More than just attractive: how CCL2 influences myeloid cell behavior beyond chemotaxis. *Front. Immunol.* 10, 2759. 10.3389/fimmu.2019.0275931921102PMC6923224

[JCS259076C12] Han, M. K., Song, E. K., Guo, Y., Ou, X., Mantel, C. and Broxmeyer, H. E. (2008). SIRT1 regulates apoptosis and Nanog expression in mouse embryonic stem cells by controlling p53 subcellular localization. *Cell Stem Cell* 2, 241-251. 10.1016/j.stem.2008.01.00218371449PMC2819008

[JCS259076C13] Hirschy, A., Schatzmann, F., Ehler, E. and Perriard, J. C. (2006). Establishment of cardiac cytoarchitecture in the developing mouse heart. *Dev. Biol.* 289, 430-441. 10.1016/j.ydbio.2005.10.04616337936

[JCS259076C14] Houtkooper, R. H., Pirinen, E. and Auwerx, J. (2012). Sirtuins as regulators of metabolism and healthspan. *Nat. Rev. Mol. Cell Biol.* 13, 225-238. 10.1038/nrm329322395773PMC4872805

[JCS259076C15] Imai, S. and Guarente, L. (2010). Ten years of NAD-dependent SIR2 family deacetylases: implications for metabolic diseases. *Trends Pharmacol. Sci.* 31, 212-220. 10.1016/j.tips.2010.02.00320226541PMC3526941

[JCS259076C16] Jia, G. Q., Gonzalo, J. A., Lloyd, C., Kremer, L., Lu, L., Martinez, A. C., Wershil, B. K. and Gutierrez-Ramos, J. C. (1996). Distinct expression and function of the novel mouse chemokine monocyte chemotactic protein-5 in lung allergic inflammation. *J. Exp. Med.* 184, 1939-1951. 10.1084/jem.184.5.19398920881PMC2192876

[JCS259076C17] Kramer, A., Green, J., Pollard, J., Jr. and Tugendreich, S. (2014). Causal analysis approaches in Ingenuity Pathway Analysis. *Bioinformatics* 30, 523-530. 10.1093/bioinformatics/btt70324336805PMC3928520

[JCS259076C18] Lian, X., Hsiao, C., Wilson, G., Zhu, K., Hazeltine, L. B., Azarin, S. M., Raval, K. K., Zhang, J., Kamp, T. J. and Palecek, S. P. (2012). Robust cardiomyocyte differentiation from human pluripotent stem cells via temporal modulation of canonical Wnt signaling. *Proc. Natl. Acad. Sci. USA* 109, E1848-E1857. 10.1073/pnas.120025010922645348PMC3390875

[JCS259076C19] Lian, X., Zhang, J., Azarin, S. M., Zhu, K., Hazeltine, L. B., Bao, X., Hsiao, C., Kamp, T. J. and Palecek, S. P. (2013). Directed cardiomyocyte differentiation from human pluripotent stem cells by modulating Wnt/beta-catenin signaling under fully defined conditions. *Nat. Protoc.* 8, 162-175. 10.1038/nprot.2012.15023257984PMC3612968

[JCS259076C20] Limagne, E., Thibaudin, M., Euvrard, R., Berger, H., Chalons, P., Vegan, F., Humblin, E., Boidot, R., Rebe, C., Derangere, V. et al. (2017). Sirtuin-1 activation controls tumor growth by impeding Th17 differentiation via STAT3 deacetylation. *Cell Rep.* 19, 746-759. 10.1016/j.celrep.2017.04.00428445726

[JCS259076C21] Liu, G., Bi, Y., Shen, B., Yang, H., Zhang, Y., Wang, X., Liu, H., Lu, Y., Liao, J., Chen, X. et al. (2014). SIRT1 limits the function and fate of myeloid-derived suppressor cells in tumors by orchestrating HIF-1alpha-dependent glycolysis. *Cancer Res.* 74, 727-737. 10.1158/0008-5472.CAN-13-258424351289

[JCS259076C22] Ma, Q., Jones, D., Borghesani, P. R., Segal, R. A., Nagasawa, T., Kishimoto, T., Bronson, R. T. and Springer, T. A. (1998). Impaired B-lymphopoiesis, myelopoiesis, and derailed cerebellar neuron migration in CXCR4- and SDF-1-deficient mice. *Proc. Natl. Acad. Sci. USA* 95, 9448-9453. 10.1073/pnas.95.16.94489689100PMC21358

[JCS259076C23] McBurney, M. W., Yang, X., Jardine, K., Hixon, M., Boekelheide, K., Webb, J. R., Lansdorp, P. M. and Lemieux, M. (2003). The mammalian SIR2alpha protein has a role in embryogenesis and gametogenesis. *Mol. Cell. Biol.* 23, 38-54. 10.1128/MCB.23.1.38-54.200312482959PMC140671

[JCS259076C24] McCain, M. L. and Parker, K. K. (2011). Mechanotransduction: the role of mechanical stress, myocyte shape, and cytoskeletal architecture on cardiac function. *Pflugers Arch.* 462, 89-104. 10.1007/s00424-011-0951-421499986

[JCS259076C25] Nagasawa, T., Hirota, S., Tachibana, K., Takakura, N., Nishikawa, S., Kitamura, Y., Yoshida, N., Kikutani, H. and Kishimoto, T. (1996). Defects of B-cell lymphopoiesis and bone-marrow myelopoiesis in mice lacking the CXC chemokine PBSF/SDF-1. *Nature* 382, 635-638. 10.1038/382635a08757135

[JCS259076C26] Ortlepp, J. R., Vesper, K., Mevissen, V., Schmitz, F., Janssens, U., Franke, A., Hanrath, P., Weber, C., Zerres, K. and Hoffmann, R. (2003). Chemokine receptor (CCR2) genotype is associated with myocardial infarction and heart failure in patients under 65 years of age. *J. Mol. Med. (Berl.)* 81, 363-367. 10.1007/s00109-003-0435-x12719858

[JCS259076C27] Planavila, A., Dominguez, E., Navarro, M., Vinciguerra, M., Iglesias, R., Giralt, M., Lope-Piedrafita, S., Ruberte, J. and Villarroya, F. (2012). Dilated cardiomyopathy and mitochondrial dysfunction in Sirt1-deficient mice: a role for Sirt1-Mef2 in adult heart. *J. Mol. Cell. Cardiol.* 53, 521-531. 10.1016/j.yjmcc.2012.07.01922986367

[JCS259076C28] Qiu, Y., Zhao, Y., Becker, M., John, S., Parekh, B. S., Huang, S., Hendarwanto, A., Martinez, E. D., Chen, Y., Lu, H. et al. (2006). HDAC1 acetylation is linked to progressive modulation of steroid receptor-induced gene transcription. *Mol. Cell* 22, 669-679. 10.1016/j.molcel.2006.04.01916762839

[JCS259076C29] Sarafi, M. N., Garcia-Zepeda, E. A., MacLean, J. A., Charo, I. F. and Luster, A. D. (1997). Murine monocyte chemoattractant protein (MCP)-5: a novel CC chemokine that is a structural and functional homologue of human MCP-1. *J. Exp. Med.* 185, 99-109. 10.1084/jem.185.1.998996246PMC2196097

[JCS259076C30] Segret, A., Rucker-Martin, C., Pavoine, C., Flavigny, J., Deroubaix, E., Chatel, M. A., Lombet, A. and Renaud, J. F. (2007). Structural localization and expression of CXCL12 and CXCR4 in rat heart and isolated cardiac myocytes. *J. Histochem. Cytochem.* 55, 141-150. 10.1369/jhc.6A7050.200617046839

[JCS259076C31] Sundaresan, N. R., Pillai, V. B. and Gupta, M. P. (2011). Emerging roles of SIRT1 deacetylase in regulating cardiomyocyte survival and hypertrophy. *J. Mol. Cell. Cardiol.* 51, 614-618. 10.1016/j.yjmcc.2011.01.00821276800PMC3442925

[JCS259076C32] Tang, S., Huang, G., Fan, W., Chen, Y., Ward, J. M., Xu, X., Xu, Q., Kang, A., McBurney, M. W., Fargo, D. C. et al. (2014). SIRT1-mediated deacetylation of CRABPII regulates cellular retinoic acid signaling and modulates embryonic stem cell differentiation. *Mol. Cell* 55, 843-855. 10.1016/j.molcel.2014.07.01125155613PMC4228935

[JCS259076C33] Tang, S., Fang, Y., Huang, G., Xu, X., Padilla-Banks, E., Fan, W., Xu, Q., Sanderson, S. M., Foley, J. F., Dowdy, S. et al. (2017). Methionine metabolism is essential for SIRT1-regulated mouse embryonic stem cell maintenance and embryonic development. *EMBO J.* 36, 3175-3193. 10.15252/embj.20179670829021282PMC5666621

[JCS259076C34] Wang, Y., Bi, Y., Chen, X., Li, C., Li, Y., Zhang, Z., Wang, J., Lu, Y., Yu, Q., Su, H. et al. (2016). Histone deacetylase SIRT1 negatively regulates the differentiation of interleukin-9-producing CD4(+) T cells. *Immunity* 44, 1337-1349. 10.1016/j.immuni.2016.05.00927317260

[JCS259076C35] Wang, R. H., Sengupta, K., Li, C., Kim, H. S., Cao, L., Xiao, C., Kim, S., Xu, X., Zheng, Y., Chilton, B. et al. (2008). Impaired DNA damage response, genome instability, and tumorigenesis in SIRT1 mutant mice. *Cancer Cell* 14, 312-323. 10.1016/j.ccr.2008.09.00118835033PMC2643030

[JCS259076C36] Yeung, F., Hoberg, J. E., Ramsey, C. S., Keller, M. D., Jones, D. R., Frye, R. A. and Mayo, M. W. (2004). Modulation of NF-kappaB-dependent transcription and cell survival by the SIRT1 deacetylase. *EMBO J.* 23, 2369-2380. 10.1038/sj.emboj.760024415152190PMC423286

[JCS259076C37] Zhang, T., Somasundaram, R., Berencsi, K., Caputo, L., Gimotty, P., Rani, P., Guerry, D., Swoboda, R. and Herlyn, D. (2006). Migration of cytotoxic T lymphocytes toward melanoma cells in three-dimensional organotypic culture is dependent on CCL2 and CCR4. *Eur. J. Immunol.* 36, 457-467. 10.1002/eji.20052620816421945

[JCS259076C38] Zhang, R., Chen, H. Z., Liu, J. J., Jia, Y. Y., Zhang, Z. Q., Yang, R. F., Zhang, Y., Xu, J., Wei, Y. S., Liu, D. P. et al. (2010). SIRT1 suppresses activator protein-1 transcriptional activity and cyclooxygenase-2 expression in macrophages. *J. Biol. Chem.* 285, 7097-7110. 10.1074/jbc.M109.03860420042607PMC2844159

[JCS259076C39] Ziman, A. P., Gomez-Viquez, N. L., Bloch, R. J. and Lederer, W. J. (2010). Excitation-contraction coupling changes during postnatal cardiac development. *J. Mol. Cell. Cardiol.* 48, 379-386. 10.1016/j.yjmcc.2009.09.01619818794PMC3097073

[JCS259076C40] Zou, Y. R., Kottmann, A. H., Kuroda, M., Taniuchi, I. and Littman, D. R. (1998). Function of the chemokine receptor CXCR4 in haematopoiesis and in cerebellar development. *Nature* 393, 595-599. 10.1038/312699634238

# Supplementary material for: SIRT1 regulates cardiomyocyte alignment during maturation
**Source:** J Cell Sci. 2022 Apr 1;135(7):jcs259076. doi: 10.1242/jcs.259076
**Supplement:** Supplementary information

**A**

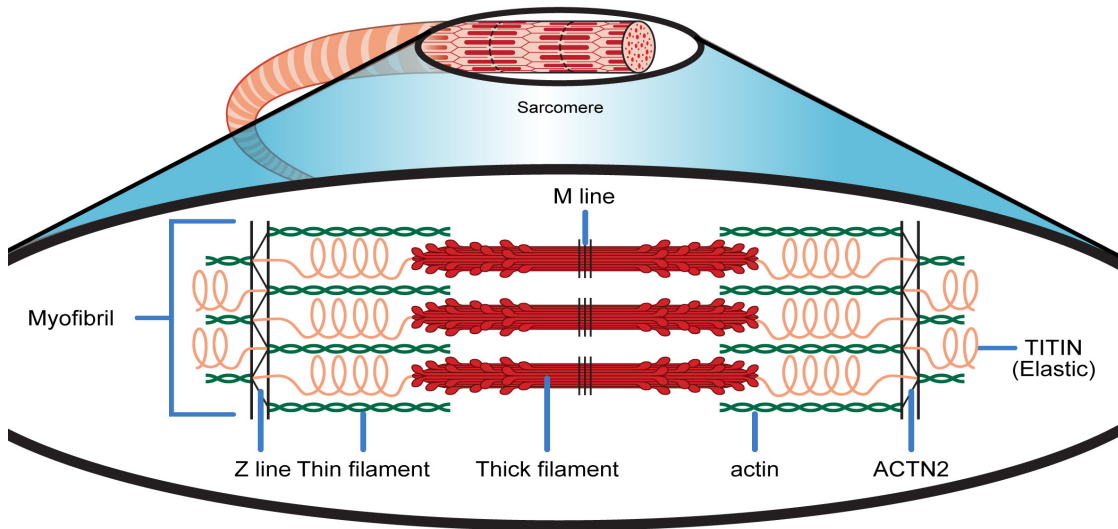

**B**

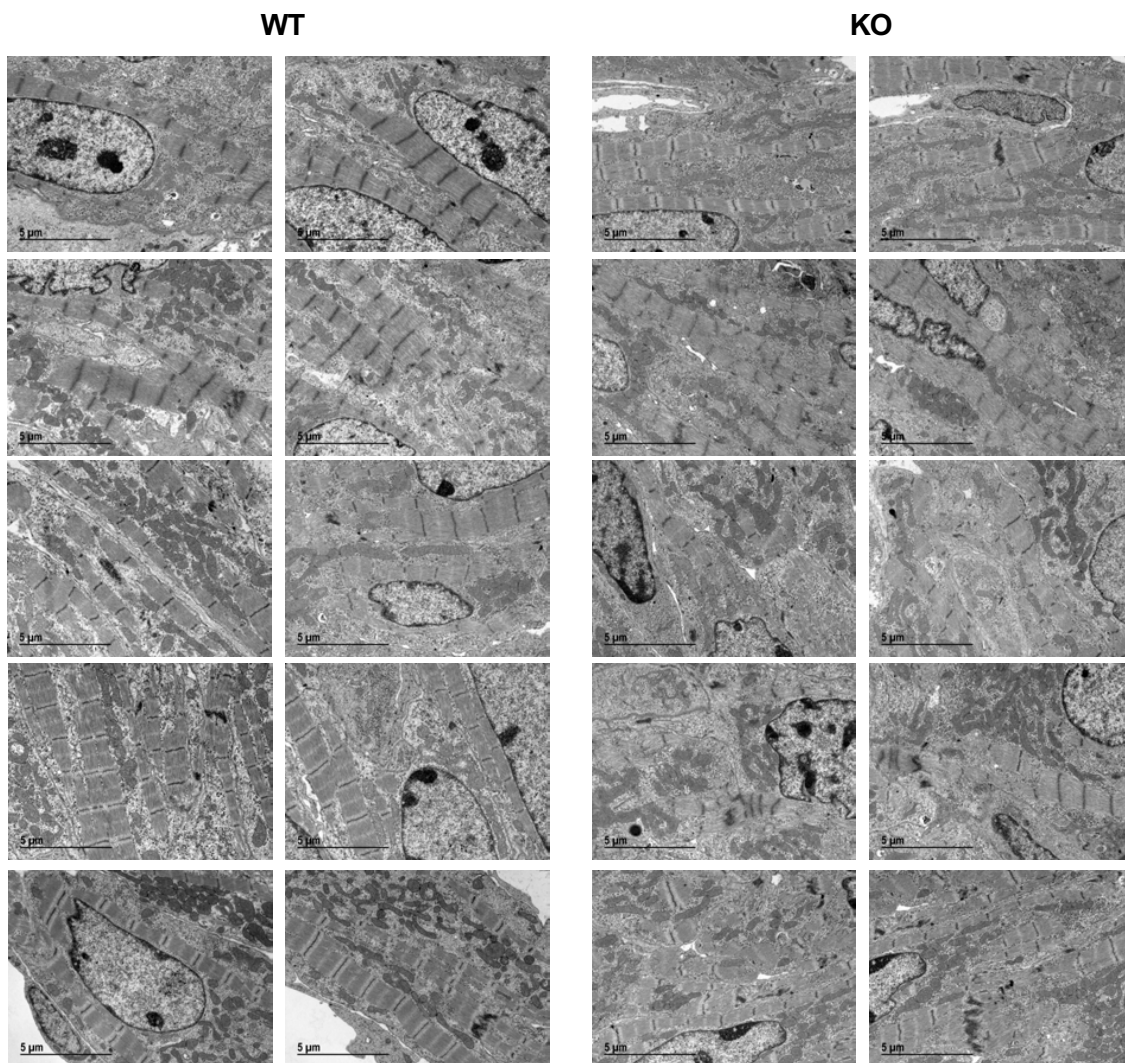

**Fig. S1. SIRT1 KO mouse hearts have altered sarcomere ultrastructures.**

(A) A cartoon model of sarcomere indicating the relative positions of Z-line, ACTN2, TITIN, and actin (thin) and myosin (thick) filaments. (B) Hearts from WT and SIRT1 KO embryos at E18.5 day were fixed and processed for electron microscopy analysis of sarcomere structures as described in Methods (n=5 individual embryos/group, and 2 representative images/embryo were shown).

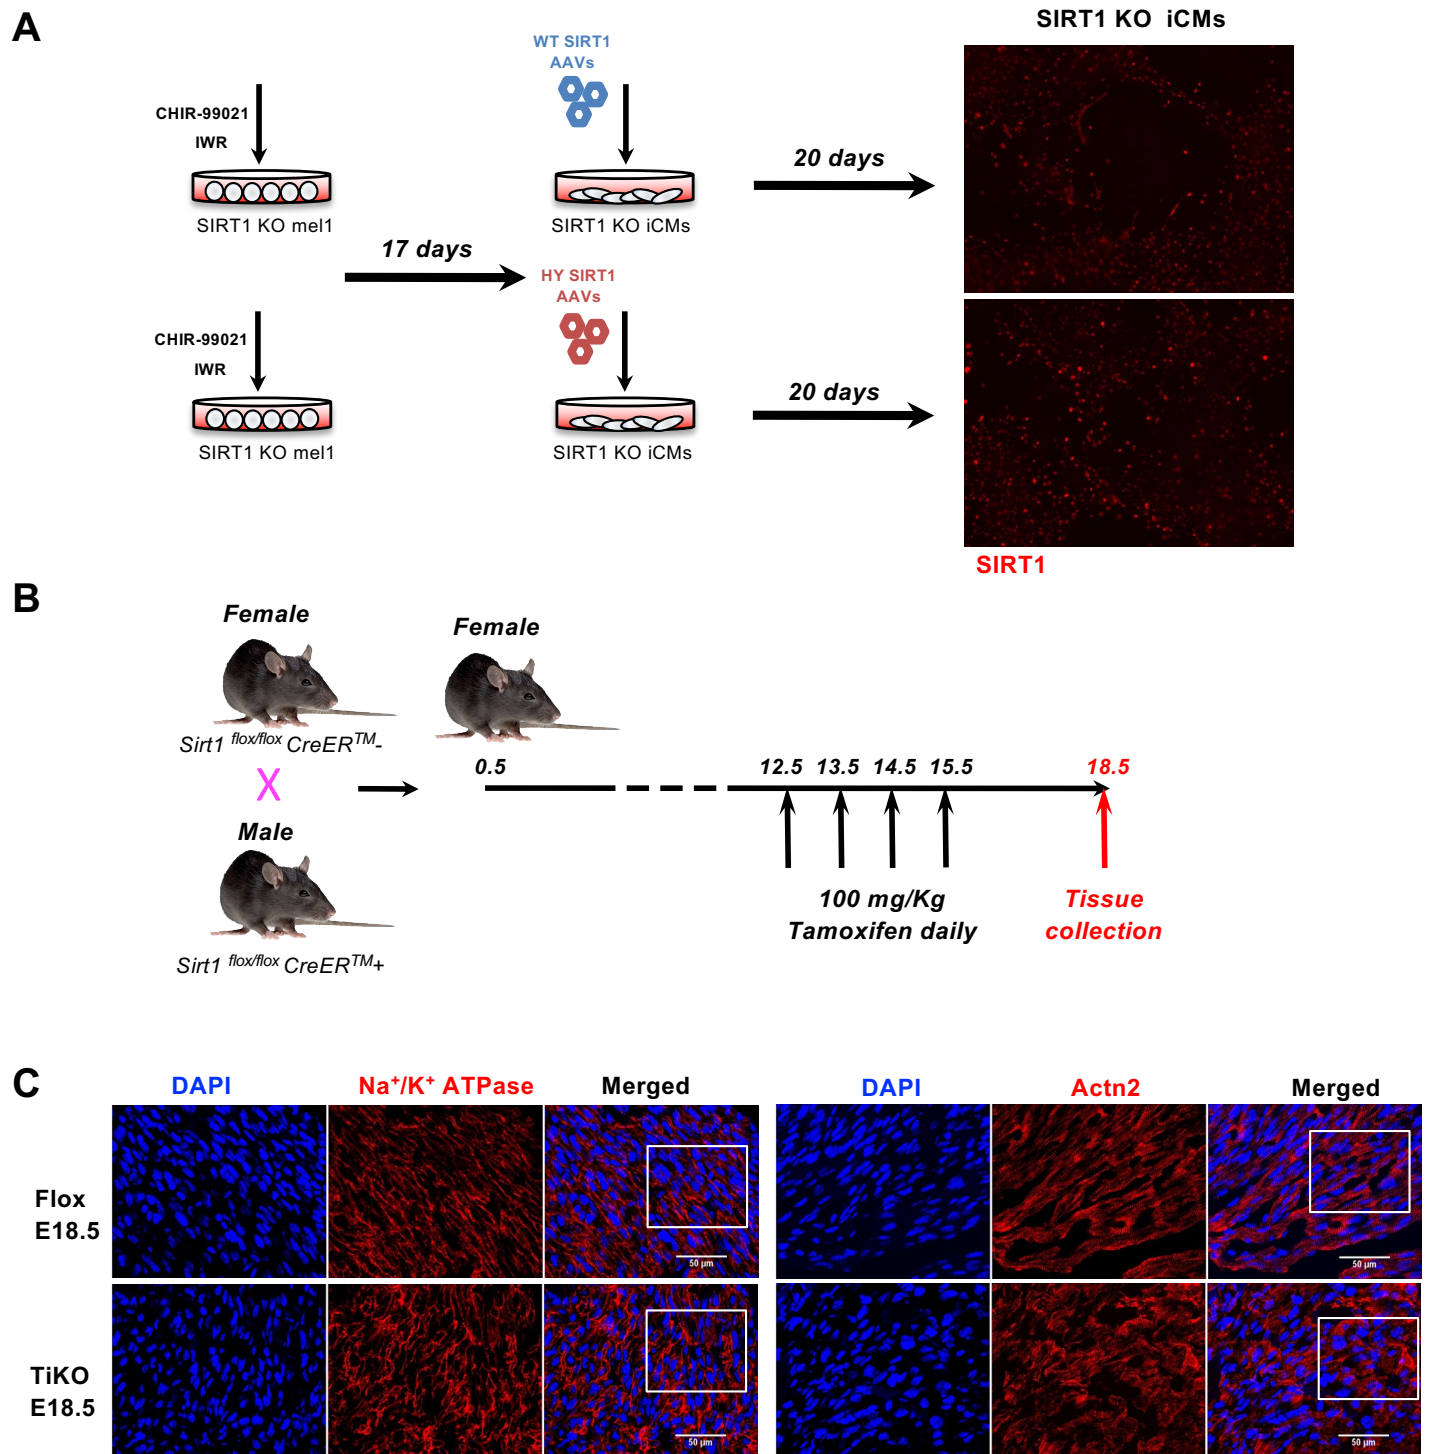

**Fig. S2. SIRT1 regulates late-stage cardiomyocyte alignment in vitro and in vivo.**

(A) Schematic representation of the strategy to express WT or HY mutant SIRT1 after differentiation of SIRT1 KO iCMs. AAVs expressing WT or SIRT1 HY mutant proteins were transduced into SIRT1 KO iCMs at D17 after induction of iCM differentiation. The expression of SIRT1 was analyzed 20 days after transduction. (B) Schematic representation of the strategy to induce SIRT1 deletion at late embryonic stages by maternal oral gavage of tamoxifen. (C) Deletion of SIRT1 from E12.5 results in impaired cardiomyocyte and myofibril alignment. Heart sections from E18.5 WT and TiKO embryos were stained with anti-Na<sup>+</sup>/K<sup>+</sup> ATPase or anti-Actn2 antibodies. Scale bar: 50 μm.

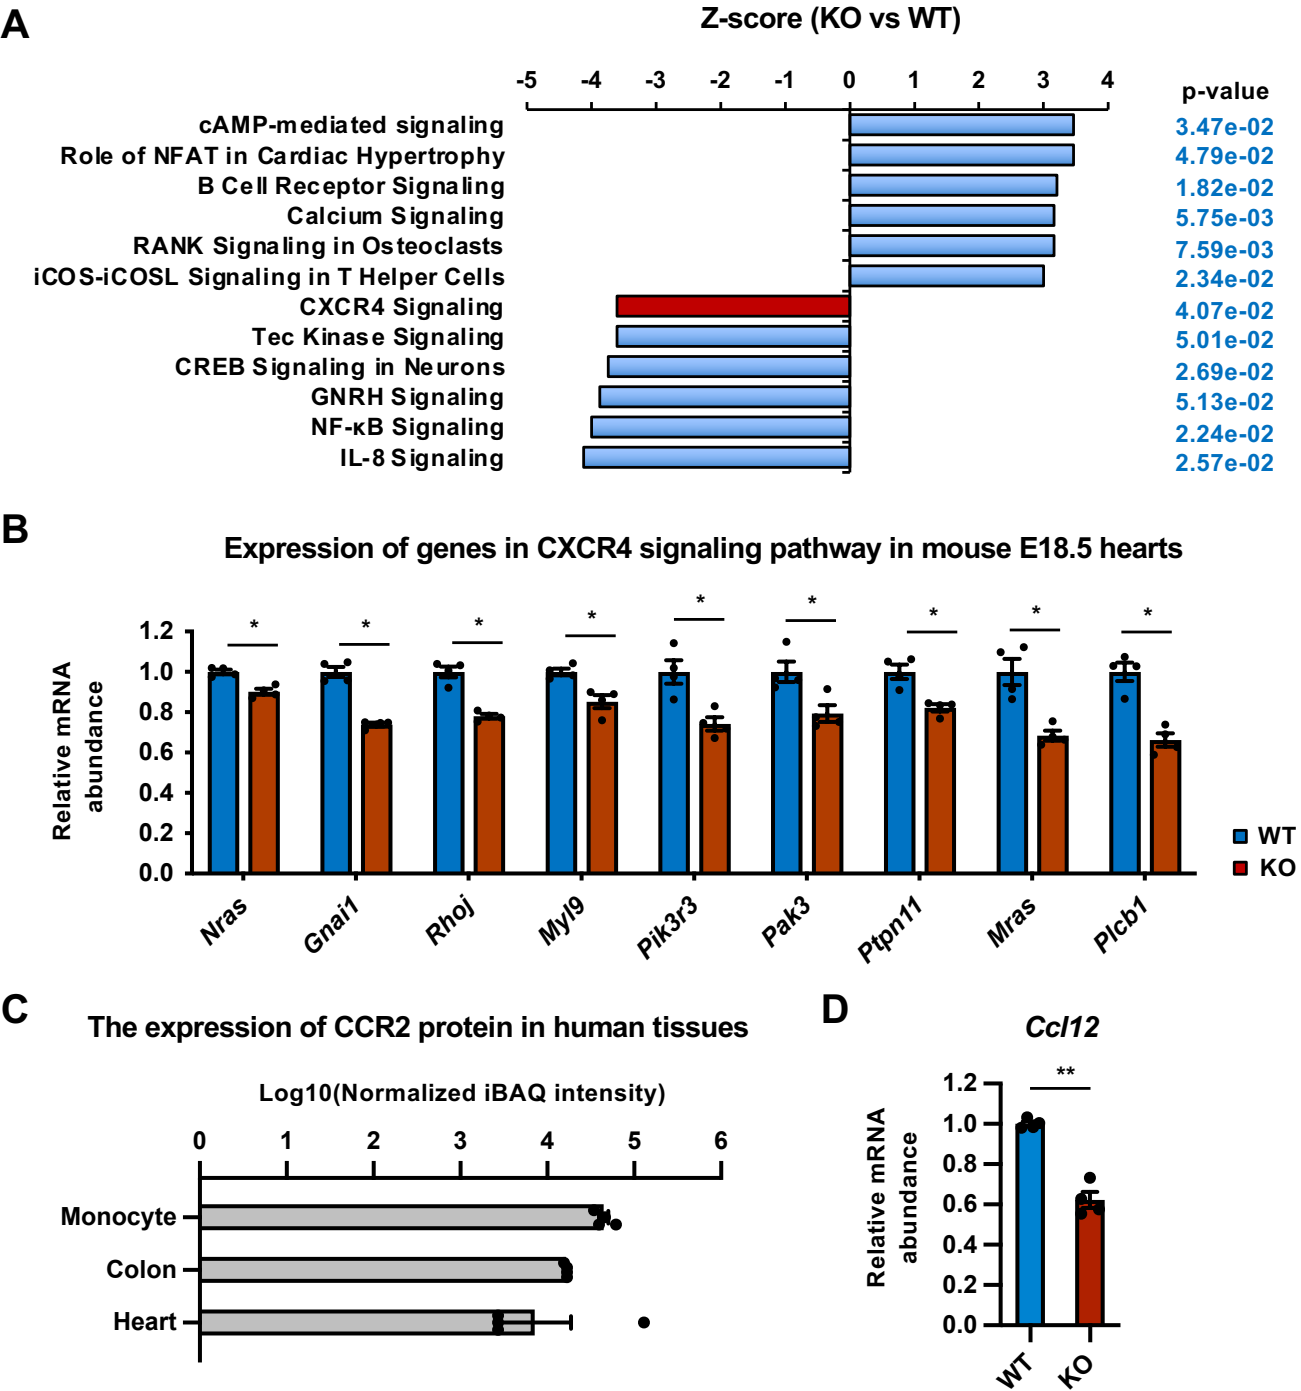

**Fig. S3. Chemotaxis is important for heart development.**

(A-B) SIRT1 KO E18.5 mouse hearts are defective in expression of genes involved in inflammation and chemotaxis. (A) The top canonical pathways enriched in the differentially expressed gene list from SIRT1 KO vs WT E18.5 mouse hearts. The significantly altered genes in WT and SIRT1 KO E18.5 mouse hearts were analyzed by microarray analysis and the enriched pathways were identified by the IPA analysis. Negative Z-score is indicative of downregulated pathways in SIRT1 KO E18.5 mouse hearts, and positive Z-score is indicative of upregulated pathways in SIRT1 KO E18.5 mouse hearts (n=4 embryos/genotype). (B) The expression of genes involved in CXCR4 signaling pathway is reduced in SIRT1 KO E18.5 mouse hearts. 

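On the scale of Fig. S3B, where the linear signal of each heart is divided by the mean of the 4 WT hearts, the hearts labelled SIRT1 KO stood at 0.758 ± 0.049 (SEM, n = 4) for *Mras*, 0.805 ± 0.044 for *Pak3*, 0.849 ± 0.249 for *Plcb1*, 0.897 ± 0.018 for *Gnai1*, 0.907 ± 0.048 for *Pik3r3*, 0.935 ± 0.067 for *Myl9*, 0.966 ± 0.042 for *Nras*, 0.999 ± 0.020 for *Ptpn11* and 1.01 ± 0.070 for *Rhoj*. These are the relative mRNA levels on each gene's brightest probe. For *Plcb1*, SIRT1 KO replicate 3 stood at 1.57, against 0.515, 0.535 and 0.773 in replicates 1, 2 and 4. By the exact two-sided permutation test on this scale *Mras* reached p = 0.0286, *Gnai1* and *Pak3* reached p = 0.0571, and the remaining genes lay between p = 0.143 for *Pik3r3* and p = 0.971 for *Ptpn11*. The median of the 9 relative levels was 0.907, and it moved most without scaling between arrays, to 0.776.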

The relative mRNA levels of indicated genes were determined by microarray analysis (n=4 embryos/genotype, \*p<0.05, values represent Mean ± SEM). (C) CCR2 is expressed in human heart. The median protein expression of CCR2 in indicated human tissues/cells was obtained from Proteomics DB (<https://www.proteomicsdb.org>) (n=4 for each tissue). (D) The mRNA levels of Ccl12 are significantly reduced in E18.5 SIRT1 KO mouse hearts. 

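The linear *Ccl12* signal of the hearts labelled SIRT1 KO was 0.656 ± 0.036 (SEM, n = 4) relative to the mean of the 4 WT hearts. Over the alternatives it ranged from 0.562 without scaling between arrays to 0.777 with the normexp background correction, which was added after the data were seen.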

The relative mRNA levels of Ccl12 were determined by microarray analysis (n=4 embryos/genotype, \*\*p<0.01, values represent Mean ± SEM).

**Table S1.** Gene probes involved in cardiomyocyte differentiation are not significantly changed in SIRT1 KO E18.5 hearts

[Click here to download Table S1](#)

**Table S2.** Significantly changed Ingenuity Canonical Pathways in KO/WT E18.5 hearts

[Click here to download Table S2](#)

How the deposited data were processed for this re-analysis (not part of the article)

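The hearts of 4 WT and 4 SIRT1 KO mouse embryos at E18.5 were measured on one-color Agilent whole mouse genome arrays, 1 heart per array. The authors deposited, for each array, the intensity of every spot as Agilent's Feature Extraction software wrote it with the one-color defaults, after background subtraction and error modelling and with no scaling between arrays. The paper names version 9.5 of that software and the file headers name 12.0.0.7. The authors also deposited a table of processed values for the whole series, and its intensity values equal the processed signal of the spot in 100% of the spots of every array. The paper's comparison was an analysis of variance in Partek with Benjamini-Hochberg correction, and its pathways come from Ingenuity. The paper does not give the factors of that analysis, and it was computed here probe by probe with genotype as its only factor, which for WT against SIRT1 KO equals a t-test with equal variances.

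From these intensities, log2 of the processed signal was taken, each array's 75th percentile over all non-control probes was subtracted, and the spots of a probe were averaged. Control spots and spots marked as outliers were left out. This gave 41174 probes, 41079 of them with a value on every array. Probe accessions were matched without their versions to RefSeq gene names of the GRCm38.p6 assembly, which named 28228 probes (68.6%) of 19100 genes; the assembly was used for names and for the order of neighbouring genes only. Probes well above background on at least 4 of the 8 arrays were tested, 25616 in all, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) and Benjamini-Hochberg adjustment at 0.05. A gene with several probes is reported by the probe with the highest mean log2 signal over all 8 arrays. Single genes were also compared with the exact two-sided permutation test, whose smallest p for 4 against 4 is 0.0286. A probe not well above background on any array of 1 genotype has only a bound there, taken against the lowest signal well above background. Arrays were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

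There were 21 gene lists, compiled from general knowledge before the data were examined and not taken from Ingenuity or from a figure: cardiomyocyte, chemokine family, CXCR4 signaling, NF-κB and inflammation, calcium and cAMP, erythroid, macrophage, endothelial, fibroblast and epicardial, atrial, ventricular, lung, thymus, liver, proliferation, p53 targets, immediate early, hypoxia and glycolysis, oxidative phosphorylation, sex-linked, and ribosomal protein genes. They were tested with camera (preset inter-gene correlation 0.01), with fry and camera with an estimated correlation beside it, on 1 probe per gene. Camera compares a list with the other genes, and fry tests the genes of the list alone. The genes named in the text are those that the paper's text, Fig. 1E, Fig. S3B and Fig. S3D name, the 5 with the largest fitted rise and the 5 with the largest fitted fall among the probes past the threshold whose genotypes do not overlap (an order that is not known where 1 genotype is at background), the 2 members of a list with the smallest p, and the sex-linked genes. This rule and the alternatives were fixed before the data were examined, apart from normexp on the median signal, cyclic loess, the brighter portion of the probes and the liver covariate, which were added later.

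The fit was tested on simulated arrays with the means and spreads of 25535 probes, 200 of them changed by a log2 fold change of 1. It recovered 86.5% of the changed probes, 100% of these in the right direction, and 4.95% of its calls were unchanged probes. The methods' analysis of variance recovered 65.5%. The simulated arrays had independent noise and no difference between slides, so these shares do not carry over to the probes called on the real arrays. Those had a median absolute log2 fold change of 0.7 among the higher and 0.495 among the lower probes. On the real arrays between 59.5% and 64.9% of probes were well above background. The slides and scan days each hold 1 genotype, so no slide block could be fitted. Alternatives covered the background correction, scaling, filter, test, array weights, replicate block, a Y-linked covariate, the probe of the gene, the threshold, and each array left out in turn. Ingenuity's gene sets and Tables S1 and S2 were not used here, and hearts were not grouped by sex.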

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

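The tests of the receptor probes, the negative controls, the dim spike-in transcript, the scaling between arrays, the brighter portion of the probes and the *Sirt1* allele, and the liver covariate, were chosen only after the result was seen, and the test of whether the liver genes move together was written after the list's result and before the values of each array.

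Of the 41174 probes on the array, 68 were well above background on all 4 arrays labelled SIRT1 KO and on no WT array, and 19 on all 4 WT arrays and on none of the others. The paper's text does not report on these probes. Among the 1250 probes that passed the threshold, 1017 were higher in the arrays labelled SIRT1 KO. Only the real split, 1 of the 35 distinct splits of the 8 arrays into 4 and 4, gave as many as 1250 probes. The largest count of another split was 3. This argues against chance, but 35 splits are too few to exclude it. The other splits also mix the slides and genotypes within a group, which widens the spread there and lowers their counts. The sex of the embryos does not account for most of the count: with the mean of the Y-linked probes as a covariate 767 probes passed, and without SIRT1 KO replicate 2, the only array with no Y-linked signal, 726 did. Of the 100 genes nearest to *Sirt1* on both sides, 5.00% passed, against 4.57% of the other genes (Fisher's exact test, p = 0.808), so the genes around the targeted gene passed about as often as others. Probes near background are not the whole pattern, since 432 probes passed when only the brighter portion of the probes was tested, but 60.0% of the 1250 lie among the 8539 dimmest.

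The excess of higher probes stays open to technical explanations. With median scaling 38.1% of the probes past the threshold were higher, while 63.9% were with quantile normalization. A spike-in transcript, RNA added in the same amount to every sample, was 0.72 higher on the log2 scale in the arrays labelled SIRT1 KO (0.721; WT -4.66 ± 0.18, labelled SIRT1 KO -3.94 ± 0.28, SD, n = 4; exact permutation test p = 0.0286), and it is the only 1 of the 8 spike-in transcripts above the negative controls that lies in the dim range. The other spike-in transcripts differed by -0.04 to 0.12. Since 2 of the 8 differed by more than the larger SD and each genotype lies on its own slide, slide or scan day and genotype cannot be told apart. A general rise of background cannot be decided from the values at hand. The negative controls differed by 0.131 (log2, SD 0.129 in WT and 0.256 labelled SIRT1 KO). The 1071 probes of olfactory and vomeronasal receptors differed by 0.16 (SD 0.139 and 0.252). An added amount of signal that gives the 8539 dimmest probes their median rise of 0.10 would raise the receptor probes by 0.93. Both sets lay at the floor of the background-subtracted signal, where an added background may not show. The negative controls stood at -7.79 in WT and -7.66 labelled SIRT1 KO, and the receptor probes at -7.73 and -7.57. A spike-in transcript not above the negative controls stood at -7.78 and -7.63. Given the dim spike-in transcript that differed, a difference in labelling or slide that acts on dim transcripts may contribute to the higher probes. A biological change in genotype stays open beside it, untested. *Sirt1* was not lower in the arrays labelled SIRT1 KO on its brighter probe, with a log2 fold change of 0.54. Both *Sirt1* probes were well above background on every array, so a swap of the genotype labels would also leave *Sirt1* signal in the knockout hearts. Such a swap alone would therefore not account for the *Sirt1* values. RNA of the targeted allele that the probes still detect cannot be told apart from other errors of labelling, because the place of the probes in the transcript is not known here.

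The mean of the 10 measured liver genes was 1.29 higher on the log2 scale in the arrays labelled SIRT1 KO (exact permutation test p = 0.2), with all 10 genes higher. The mean was -0.61, -1.28, -1.47 and 0.02 in the WT arrays and 2.25, -0.58, -1.17 and 1.33 in those labelled SIRT1 KO. Without pairing, the difference rests on SIRT1 KO replicates 1 and 4. Each array labelled SIRT1 KO was also higher than the WT array of the same number. With the replicate block the list passed by camera (adjusted p = 0.000204), but whether the numbers pair the hearts stays open. These camera values use a preset inter-gene correlation of 0.01, while the genes of this list correlate at 0.98, so they overstate the evidence. Without the block, camera with the estimated correlation gave an adjusted p of 0.999, and fry gave 0.553. The list did not pass by camera without replicate 1 (adjusted p = 0.152) or without replicate 4 (adjusted p = 0.178), nor without WT replicate 2 (0.089) or WT replicate 3 (0.075). Of the 12 genes of the list on the array 9 were well above background in all 8 hearts, and none is in another list. *Ahsg*, among the brightest genes of the list, stood at 5.74 and 4.90 in SIRT1 KO replicates 1 and 4 and at 2.73 to 3.71 in the WT arrays. *Afp* stood at 4.77 and 3.69 in the same 2 replicates and at 0.88 to 2.72 in the WT arrays. Both were named after their values were seen. Within each genotype the 10 genes moved together, with a mean pairwise correlation of 0.98 (across genes, which are not independent replicates) against at most 0.397 in 1000 random sets of 10 genes. This suggests, as a hypothesis, that liver tissue went into some of the hearts in different amounts, which may also explain the call of the list. With this mean as a covariate 661 probes passed the threshold, 583 of them among the 1250. A change of these genes with the genotype stays open, untested.

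Of 136 groups of 4 arrays tested for a value far from the others, 15 had one, where chance gives 6.8. In SIRT1 KO replicate 2 the Y-linked genes lay far below the other 3 arrays labelled SIRT1 KO: *Ddx3y* at -7.79, *Eif2s3y* at -7.23, *Kdm5d* at -5.43, *Uty* at -7.79 and the mean of the sex-linked list at -7.06. *Xist* stood at 4.02 there and was not well above background in any WT array. A female embryo would give this, and sex as a biological difference was tested only through the number of probes past the threshold, 767 with the Y-linked covariate and 726 without this array. The rest, each the value of 1 array that stood apart from the others of its genotype, were *Tcap* at 5.33 in WT replicate 4, *Myh6* at 7.46 in WT replicate 2, *Hand2* at -0.823 in WT replicate 1, *Gnai1* at 2.19 in WT replicate 3, *Pak3* at -0.858 in SIRT1 KO replicate 4, *Agap2* at -8.04 in WT replicate 2, *Atp8b1* on the probe that rose at -5.65 in WT replicate 1, *Nepn* at -4.32 in SIRT1 KO replicate 1, the mean of the cardiomyocyte list at 4.71 in SIRT1 KO replicate 4, and the mean of the atrial list at 2.59 in WT replicate 2. No explanation, technical or biological, was tested for these.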

How the results depend on the processing

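Normexp on the median signal, cyclic loess, the brighter portion of the probes and the liver covariate were chosen after seeing the data; every other alternative was set before. The slide as a block could not be fitted, since each slide holds 1 genotype, and normexp on the mean signal was not run because that column is not in the files. The number of probes past the threshold was 1250. It was 2566 with normexp, 6347 without scaling, 432 in the brighter portion, 546 with the methods' analysis of variance, 2277 with array weights, 767 with the Y-linked covariate, 661 with the liver covariate, 697 with 1 probe per gene, 5504 at an unadjusted p under 0.05 and 2275 at an adjusted p of 0.1. The lower counts of the brighter portion and of 1 probe per gene come in part from fewer probes tested. For the others the cause was not tested. Leaving out 1 array gave 657 (without WT replicate 3) to 1825 (without SIRT1 KO replicate 3). Of the 1250 probes, 886 also passed with quantile normalization, 913 with median scaling, 1107 with normexp and 502 with the methods' analysis of variance. The split between higher and lower probes was 672 and 379 with quantile normalization, 680 and 1104 with median scaling, 752 and 317 with cyclic loess, and 637 and 5710 without scaling, against 1017 and 233.

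The arrays that share a replicate number also share a position on the slide. The correlation of their deviations from the genotype means was 0.20, 0.21, 0.06 and 0.14 for numbers 1 to 4, against -0.07, -0.07, -0.02 and -0.05 on average for arrays with different numbers. The description of the series speaks of pairs of hearts without saying which belong together. Since not every number was over 0.1, the comparison stays unpaired, and whether the numbers pair the hearts stays open. With the replicate block 1185 probes passed, and 1686 with the block and array weights. *Sirt1* did not pass with either block, and with both the atrial list passed as lower by camera (adjusted p = 0.00301, and 0.00471 with array weights).

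Of the genes the paper names, 2 passed the threshold, *Sirt1* and *Ccl12*. Besides these, *Cxcl12* passed with normexp and *Mras* with limma's trend and robust options. The number was 4 with median scaling, 9 without scaling, and 1 without a filter on dim probes, in the brighter portion, with the methods' analysis of variance, with the replicate block, with the replicate block and array weights, with the Y-linked covariate, with the liver covariate and with the mean over all probes of the gene; it was 1 to 2 with 1 array left out. The brighter portion does not hold *Ccl12*; for the others the cause was not tested. *Ccl12* stayed lower and past the threshold in all 23 alternatives that measured it, with log2 fold changes from -0.83 to -0.37 and adjusted p from 0.00228 to 0.027. *Sirt1* stayed higher in all 24, past the threshold in 9 of them, with adjusted p from 0.00959 to 0.257. It lost the threshold with median scaling, without scaling, without a filter, with the methods' analysis of variance, with both replicate blocks, with both covariates, with the mean over all probes and in 6 of the 8 fits with 1 array left out. Of the genes named by their fitted fold change, *Pramel39* and *Deup1* passed in every alternative that measured them (22 and 21), and *Usp54* in 10 of 21. The sign stayed the same for all of these genes, but the size did not, and normexp gave the smallest change for each, with 1.74 for *Pramel39* and -0.10 for *Arpp21*.

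The relative level of *Ccl12*, 0.656, was 0.777 with normexp and 0.562 without scaling, and 0.625 to 0.677 with 1 array left out. The median relative level of the Fig. S3B genes, 0.907, was 0.776 without scaling, which adds the lower brightness of the arrays labelled SIRT1 KO, and 0.882 to 0.940 with 1 array left out. The filter and test alternatives do not enter these levels.

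Of the gene lists, 2 passed by camera, liver as higher and proliferation as lower. The number was 7 with normexp, 1 with median scaling, 4 without scaling, 8 without a filter, 4 with the Y-linked covariate, 0 by fry and 0 with the estimated inter-gene correlation, and 0 to 4 with 1 array left out (0 without WT replicate 3 and without SIRT1 KO replicate 4); the cause was not tested. The CXCR4 signaling list passed only without a filter on dim probes, at -0.12 relative to the other genes (adjusted p = 0.0435, range over its alternatives 0.0435 to 0.999), and it stayed lower than the other genes in all 22. The methods' analysis of variance, the brighter portion and the liver covariate were not run on the lists. Signal over background limits *Ccr2* and *Ccr4*, which were not tested, and the genes whose probes are not well above background in 1 genotype.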

Differences from the paper's values

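No relative level read from Fig. S3B or Fig. S3D differs from the one measured here by more than 1.5 times, here or under any alternative set before the data were examined. The largest ratio was 1.47. This limit is wide: bars such as 0.78 or 0.82 lie within 1.5 times of no change as well. It therefore cannot tell whether the falls of such genes were found here. The paper's bars, read by eye, are about 0.78 for *Rhoj*, about 0.82 for *Ptpn11*, about 0.74 for *Gnai1* and about 0.66 for *Plcb1* (Fig. S3B) and about 0.62 for *Ccl12* (Fig. S3D), against 1.01, 0.999, 0.897, 0.849 and 0.656 here. The *Plcb1* level depended on single arrays, from 0.608 without SIRT1 KO replicate 3 to 0.967 without WT replicate 3. On the probe of highest mean signal 2 of the 10 genes lie within 0.05 of the paper's bar, and 6 do so on some probe of the gene. This includes *Rhoj* at 0.770, *Gnai1* at 0.743 and *Ptpn11* at 0.826, each on a dimmer probe. The comparison with every probe was made after seeing the values. Of the alternatives, the one without scaling brought 6 of the 10 within 0.05 (*Gnai1*, *Myl9*, *Pik3r3*, *Ptpn11*, *Mras* and *Plcb1*), median scaling 4 (*Nras*, *Myl9*, *Mras* and *Ccl12*), quantile normalization 3 (*Myl9*, *Pak3* and *Ccl12*), the mean over all probes 2 (*Nras* and *Ccl12*), and leaving out 1 array 1 to 3, with *Nras* among them without SIRT1 KO replicate 2, *Myl9* without SIRT1 KO replicate 3 and *Mras* without SIRT1 KO replicate 1.

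Fig. S3B sets an asterisk over all 9 genes, which its legend gives for p under 0.05. Here 8 of the 9 were lower on the probe of highest mean signal and none passed an adjusted p of 0.05 with limma, or after adjustment of the methods' analysis of variance; 7 had some lower probe with an unadjusted p under 0.05, by limma as by the methods' analysis of variance. On a dimmer probe *Gnai1*, *Rhoj* and *Plcb1* passed with limma. On the brightest probe *Mras*, *Gnai1*, *Pak3*, *Pik3r3* and *Myl9* passed without scaling between arrays, *Mras* and *Pak3* also with median scaling, and *Mras* with limma's trend and robust options.

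The paper reports CXCR4 signaling and inflammation as suppressed by Ingenuity's pathways. Neither list made for this work passed here, apart from CXCR4 signaling without a filter on dim probes (adjusted p = 0.0435). The paper reports cAMP and calcium signaling as raised; the list here did not pass, with an adjusted p of 0.706 by camera and 0.0506 by fry. The paper describes the hearts as lacking SIRT1, and neither *Sirt1* probe was lower past the threshold in the arrays labelled SIRT1 KO, with log2 fold changes of 0.54 and -0.11. For the cardiomyocyte genes, which the paper reports as unchanged, a dimmer *Myh7* probe passed, with a log2 fold change of 0.36 (adjusted p = 0.0283 from limma).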

Other observations

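The hypothesis on *Xist* was tested only after its result was seen. SIRT1 KO replicate 3 has Y-linked signal, and on 2 of the 4 *Xist* probes it also was well above background, at a log2 signal of -3.26 and -4.93, where SIRT1 KO replicate 2 stood at 4.02 and 2.37. Both probes give the same share of the signal of replicate 2, 0.64%. The arrays lie at neighbouring positions of 1 slide, and a small amount of RNA of female tissue, from a neighbouring sample or the mother, is a candidate explanation. The equal share on both probes holds for any source of *Xist* RNA, so these sources cannot be told apart.

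The first principal component of the probes tested held 35.7% of the variance and parted the 4 WT from the 4 arrays labelled SIRT1 KO, which is also the split by slide. Correlations between arrays lay between 0.993 and 0.995 within WT, 0.990 and 0.992 within SIRT1 KO, and 0.986 and 0.991 between them (across probes, which are not independent replicates).

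Of the higher probes 60.8% were matched to a gene name, against 85.4% of the lower ones and 79.0% of all probes tested. No explanation was tested.

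The proliferation list had 25 genes measured, 24 of them lower in the arrays labelled SIRT1 KO, with a median log2 fold change of -0.20 (adjusted p = 0.0102 by camera and 0.553 by fry). It stayed lower than the other genes in all 22 alternatives and passed in 17 of them. *Top2a* with -0.38 and *Aurka* with -0.40 had the smallest p, and neither passed with limma (adjusted p = 0.132 and 0.209). The liver list, at 1.34 in the median, had an adjusted p of 0.0237 by camera and 0.553 by fry. The other lists did not pass by camera. Their median log2 fold changes were 0.00 for the erythroid list (adjusted p = 0.999), 0.04 for the macrophage list (adjusted p = 0.999), -0.08 for the endothelial list (adjusted p = 0.162), -0.06 for the fibroblast and epicardial list (adjusted p = 0.289), -0.24 for the atrial list (adjusted p = 0.0651), 0.06 for the ventricular list (adjusted p = 0.52), 0.02 for the lung list (adjusted p = 0.999). They were -0.07 for the thymus list (adjusted p = 0.989), -0.04 for the p53 targets list (adjusted p = 0.373), -0.02 for the immediate early list (adjusted p = 0.373), -0.06 for the hypoxia and glycolysis list (adjusted p = 0.52), -0.06 for the oxidative phosphorylation list (adjusted p = 0.373), -1.62 for the sex-linked list (adjusted p = 0.373), -0.03 for the ribosomal protein list (adjusted p = 0.373). The median or the mean and the direction by camera differed in sign for the erythroid list (mean 0.12, down), the lung list (down) and the thymus list (mean 0.01, down). In alternatives the atrial list passed as lower in 8 of 22, the fibroblast and epicardial, oxidative phosphorylation and ribosomal protein lists in 4 each and the endothelial list in 2.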
